# Choice of Alternative Polyadenylation Sites, Mediated by the RNA-Binding Protein Elavl3, Plays a Role in Differentiation of Inhibitory Neuronal Progenitors

**DOI:** 10.3389/fncel.2018.00518

**Published:** 2019-01-10

**Authors:** Elena Grassi, Roberto Santoro, Alessandro Umbach, Anna Grosso, Salvatore Oliviero, Francesco Neri, Luciano Conti, Ugo Ala, Paolo Provero, Ferdinando DiCunto, Giorgio R. Merlo

**Keywords:** neuron differentiation, GABAergic, polyadenylation, RNA binding protein, Elavl3

## Abstract

Alternative polyadenylation (APA) is a widespread mechanism involving about half of the expressed genes, resulting in varying lengths of the 3′ untranslated region (3′UTR). Variations in length and sequence of the 3′UTR may underlie changes of post-transcriptional processing, localization, miRNA targeting and stability of mRNAs. During embryonic development a large array of mRNAs exhibit APA, with a prevalence of the longer 3′UTR versions in differentiating cells. Little is known about polyA+ site usage during differentiation of mammalian neural progenitors. Here we exploit a model of adherent neural stem (ANS) cells, which homogeneously and efficiently differentiate into GABAergic neurons. RNAseq data shows a global trend towards lengthening of the 3′UTRs during differentiation. Enriched expression of the longer 3′UTR variants of *Pes1* and *Gng2* was detected in the mouse brain in areas of cortical and subcortical neuronal differentiation, respectively, by two-probes fluorescent *in situ* hybridization (FISH). Among the coding genes upregulated during differentiation of ANS cells we found *Elavl3*, a neural-specific RNA-binding protein homologous to *Drosophila* Elav. In the insect, Elav regulates polyA+ site choice while interacting with paused Pol-II promoters. We tested the role of Elavl3 in ANS cells, by silencing *Elavl3* and observed consistent changes in 3′UTR length and delayed neuronal differentiation. These results indicate that choice of the polyA+ site and lengthening of 3′UTRs is a possible additional mechanism of posttranscriptional RNA modification involved in neuronal differentiation.

## Introduction

In neural progenitor cells, exit from cell cycle and initiation of neuronal differentiation is a complex process, whose fine regional regulation assures the timely generation of distinct neuronal and non-neuronal types composing the final functional networks. Big progress has been made toward the understanding of molecular mechanisms directing and controlling cell cycle exit, commitment and early differentiation (Hardwick et al., 2015).

Neuronal differentiation has been examined at the level of dynamics of transcriptome repertoire. Extensive maps of gene expressions and gene/protein interactions have been derived from omic data, relative to region-specific normal neuronal differentiation (Lein et al., 2007; Hawrylycz et al., 2012; Miller et al., 2014, 2017; Bakken et al., 2016) as well as to disease conditions (Yano et al., 2015). Components of the cell cycle control machinery are heavily implicated, as expected. However, the transcriptome and its dynamic changes have turned out to be far more complex than previously thought. First of all, evidence indicates the existence of multiple classes of RNAs such as microRNAs (miRs), long non-coding RNAs (lncRNAs) and circular RNAs (circRNAs; Ji J. et al., 2009; DeWitt et al., 2016; Suiko et al., 2016; Rajman and Schratt, 2017; Lennox et al., 2018). Second, although the control of gene transcription at the promoter level certainly represents a key regulatory step, the complexity of the transcriptome is largely increased by additional layers of cotranscriptional and posttranscriptional regulations, including miRs-mediated silencing, competitive-endogenous RNA (ceRNA) networks, alternative splicing, non-sense mediated RNA decay (NMD) and alternative polyadenylation (APA). Furthermore the various classes of regulatory molecules intersect via RNA:RNA and RNA:protein cross-regulations via complex, only partially known, mechanisms (Dai et al., 2015; Chen and Schuman, 2016; Hanan et al., 2017; Lara-Pezzi et al., 2017; Wanke et al., 2018).

The control of neuronal commitment and early steps of differentiation utilizes all of these emerging RNA classes and regulatory mechanisms (Lukovic et al., 2014; Stappert et al., 2015; Rajman and Schratt, 2017). miRs are critically involved in conferring neural cell identities during neural induction, neuronal differentiation and subtype specification (Stappert et al., 2015; Rajman and Schratt, 2017). miR-124, is probably the most well-documented example of a miR that controls nerve cell fate determination (Makeyev et al., 2007; Åkerblom and Jakobsson, 2014). let-7 and miR-9 have also been shown to promote the differentiation of neural stem and neural progenitor cells into specific neural cell types, while miR-134, -25 and -137 induce their proliferation (Meza-Sosa et al., 2014; Roese-Koerner et al., 2017). Recent studies have uncovered that endogenous RNAs competing for binding to miRs (ceRNAs) control a larger number of miR target transcripts (Gardiner et al., 2015). The role of ceRNA networks in neuronal differentiation is still unexplored.

RNA splicing plays a critical role in the programming of neuronal differentiation and its disruption may underlie neurodevelopmental and neuropsychiatric disorders (Lara-Pezzi et al., 2017). RBFOX1 is a neuron-specific RNA-binding protein (RBP) that coordinated splicing events relevant for neuronal development as well as clinically important transcriptional programs (Fogel et al., 2012). Splicing factors can rapidly increase the production of mRNAs encoding proteins important for synaptogenesis (Yap et al., 2012; Zheng et al., 2012). A functional interaction between miR-based regulations and alternative pre-mRNA splicing has been recognized. For instance miR-124 promotes neural differentiation at least in part by regulating an intricate network of brain-specific alternative splicing events (Makeyev et al., 2007; Lennox et al., 2018).

Neurogenesis and neuronal wiring have been shown to involve nonsense-mediated decay (NMD; Lara-Pezzi et al., 2017). For instance, the NMD control protein RBM8a is involved in the regulation of proliferation and differentiation of neural progenitors, and autism risk genes are highly represented among putative downstream targets identified by RNAseq profiling (Zou et al., 2015).

Likewise, mutations in the NMD core factor gene UPF3B are associated with neurodevelopmental disorders including X-linked intellectual disability, autism, childhood onset schizophrenia and attention deficit hyperactivity disorder. Expression of missense mutant UPF3B disturbs neuronal differentiation and reduces neurite complexity (Alrahbeni et al., 2015). Loss of UPF3B in neural progenitor cells causes expansion of cell numbers at the expense of their differentiation (Jolly et al., 2013). The control of NMD has been linked to the expression and function of specific miRs, such as miR-128, suggesting the existence of RNA circuits linking the miR and NMD pathways to expression of cell type-specific transcripts during neuronal differentiation (Bruno et al., 2011; Karam and Wilkinson, 2012).

Finally, circRNA levels are dynamically modulated in neurons, both during differentiation and following bursts of electrical activity, and accumulate with age. Many circRNAs are enriched in synapses. Currently available data suggest that circRNAs play important roles in synaptic plasticity and neuronal function and thus represent a novel RNA-based regulation, still poorly studied (Rybak-Wolf et al., 2015; Chen and Schuman, 2016; Hanan et al., 2017).

One emerging mechanism that generates further molecular diversity in the RNA repertoire is the alternative choice of polyadenylation sites at the 3′ end of transcribed units, known as APA. The extent of the APA in specific biological processes has been highlighted and reviewed by several reports (Elkon et al., 2013; Akman and Erson-Bensan, 2014; Brumbaugh et al., 2018). In general, in proliferating cells, hundreds of transcripts preferentially terminate at the upstream polyA+ site and lead to shorter 3′ untranslated region (3′UTR) variants (Sandberg et al., 2008; Ji Z. et al., 2009; Mayr and Bartel, 2009). Conversely, differentiating cells preferentially chose a distal polyA+ site with consequent lengthening of 3′UTR. The impact of APA on cellular processes is beginning to be gazed to this day (Elkon et al., 2013; Tian and Manley, 2013; Akman and Erson-Bensan, 2014; Chen et al., 2017). One hypothesis could be that the transcribed sequences that are included or excluded by alternative polyA+ usage may confer differential stability to the transcript, may harbor miRNA target sequence (Blazie et al., 2017), may target mRNA isoforms to specific subcellular locations, or may engage in alternative secondary structures that may influence translation (Berkovits and Mayr, 2015).

During brain development, elongation of the 3′UTR is an extensive phenomenon and has been documented in *Drosophila* (Hilgers et al., 2012), in zebrafish (Ulitsky et al., 2012) and in mammals (Hilgers et al., 2012; Miura et al., 2013). One notable example is *Bdnf* mRNA; its two 3′UTR isoforms each have distinct functions in neurons. The long *Bdnf* isoform is localized to dendrites and translated upon neuronal activity, whereas the short isoform is localized to the cell body and is constitutively translated. Mice that lack the long 3′UTR of *Bdnf* exhibit altered dendritic spine morphology and decreased plasticity of dendritic synapses (An et al., 2008; Lau et al., 2010). Another notable example: the expression of longer 3′UTR of the *Rac1* mRNA (a key small GTPase involved in neuronal maturation) is a gene- and cell type-specific mechanism in the brain (Braz et al., 2017). These authors demonstrated that the longer 3′UTR of the *Rac1* mRNA is required for driving the mRNA to the neurites and for neurite outgrowth of cortical neurons (Braz et al., 2017). Even in neural development, shorter 3′UTR have been associated to the cell proliferation (Sandberg et al., 2008) while the usage of distal polyA+ sites correlates with cell differentiation and organism development (Ji Z. et al., 2009; Shepard et al., 2011; Wang et al., 2013; Tallafuss et al., 2015).

The extent of these phenomena and whether they are regionally-restricted and cell type-dependent are issues that remain to be clarified. APA has been examined in mature neurons, comparing distinct cell types (Braz et al., 2017; Jereb et al., 2018), and during neuronal activation (Flavell et al., 2008). However, a step-wise analysis of APA in early commitment and differentiation of neural progenitor is lacking. In particular, basal-type neural progenitors committed to the inhibitory neuronal fate have not been examined. Here we report transcriptome-wide changes of the length of 3′UTR during differentiation of mouse adherent neural stem (ANS) cells, a model of differentiation of GABAergic inhibitory neurons (Pollard et al., 2006; Paina et al., 2011). We detect a consistent change in the polyA+ site usage in cultured ANS cells, as well as in the developing mouse brain. We also establish a role of Elavl3, showing that Elavl3-mediated control of 3′UTR length contributes to differentiation of inhibitory neuron. These results indicate that lengthening of 3′UTRs is an additional mechanism of posttranscriptional RNA modification involved in neuronal differentiation.

## Materials and Methods

### Growth and Differentiation of ANS Cells

ANS cells were derived from normal mouse embryonic brain, at the age E14.5, characterized and used according to published procedures (Pollard et al., 2006; Onorati et al., 2011; Paina et al., 2011). Briefly, ANS cells were maintained and expanded in a medium (named growth medium) consisting of Euromed-N medium (Euroclone, Celbio) supplemented with 1% N2 (Invitrogen), 20 ng/ml of hrFGF2 (Peprotech) and 20 ng/ml of hrEGF (Peprotech). For differentiation to GABAergic neurons, confluent ANS cells were gently dissociated using Accutase (Sigma) and plated at 1.0 × 10^5^–1.5 × 10^5^ cells/cm^2^ in expansion medium, after 1 day the medium was changed with a medium (named medium D1) consisting in Euromed-N with 0.5% N2, 1% B27 (Invitrogen), 10 ng/ml hrFGF and 2 ng/ml of hrEGF for 3 days. After that, cells were again dissociated with Accutase and seeded at density of 5–7.5 × 10^4^ cells/ml onto laminin-coated (2 mg/ml) dishes and maintained in a medium (named medium B) consisting of a 1:3 mix of DMEM/F12 and Neurobasal media (Invitrogen) containing 0.5% N2 and 1% B27 supplements, FGF-2 (10 ng/mL) and BDNF (20 ng/mL) for 3 days.

### RNA-seq on Differentiating ANS Cells

Cells were collected at time 0 (T0, proliferating conditions), time 1 (T1, reduced proliferation), time 2 (T2, begin differentiation) and time 3 (T3, late differentiation), in biological triplicates, and used to extract total RNA, with Trizol, according to standard procedures. RNA-seq was performed as recently described (Neri et al., 2015). Libraries were generated using TruSeq RNA Sample Prep kit v2, and then sequenced on Illumina platform HiScanSQ. Basecalls was performed using CASAVA version 1.8.

### Analyses of RNA-seq Data

Alignments were performed using TopHat (version 2.0.6, with samtools 0.1.18.0 and Bowtie 0.12.7.0, Trapnell et al., 2012) using genome indexes built with bowtie2-build on chromosomal sequences downloaded from UCSC mm9. We obtained an average percentage of reads mapped of 94.6%. Differentially expressed genes (DEGs) were called using DESeq2 (Anders and Huber, 2010) with the reference gtf for mm9 downloaded from the Illumina iGenomes project and a 0.05 FDR threshold. Functional enrichment analyses were run using genes found up or down-regulated in the various comparisons between differentiated and not differentiated samples and the GO database (Ashburner et al., 2000)—Fisher test *p*-values were corrected to account for the multiple test issue with Bonferroni and only G.O. terms with a corrected *p*-value lower than 0.05 were reported.

The analysis of APA site usage has been performed with the roar Bioconductor package (Grassi et al., 2016). In brief, this package reports for every studied gene a value (roar) representing how the short and long isoforms levels changes across the two compared conditions and a *p*-value reflecting the significance of this imbalance. As an annotation source for APA sites we used PolyaDB2 (Lee et al., 2007) and studied every gene with at least an APA site considering as “long” the isoform with the same end as the canonical transcript reported by the NCBI Refseq track and as “short” the one ending with the most 5′ proximal APA site annotated for that gene in the 3′-UTR (i.e., the one that will result in the shortest isoform possible). When a transcript did not have an APA in the 3′UTR (6.7%) we applied the same rule. At the gene level, for every gene we chose its longest Refseq transcript. With this pipeline we were able to examine the polyadenylation status of a total of 11,945 transcription units.

Transcript variants were classified as shortened or lengthened according to the following criteria: 1. a roar value > 1 (shortening) or < 1 (lengthening); 2. all possible comparisons yield a nominal *p*-value < 0.05; 3. cutoff on the expression levels of the common sequence (present in both the short and long transcript variants) of the gene: FPKM > 1. This limit applies to both conditions. 

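The authors also deposited FPKM values (fragments scaled to transcript length and to the number of mapped fragments) per gene for each of the 12 RNAseq libraries of proliferating and differentiating ANS cells. These are values of whole genes, so the FPKM of the common sequence of each 3′UTR, on which the filter acted, was not analysed here. All 52 genes of Supplementary Tables S3A,B were found in the table, which lists 34993 gene identifiers, of which 12155 have a mean FPKM over 1 at every time point. For 51 of the 52 genes the mean FPKM was over 1 at T0, T1, T2 and T3. The exception was Adcy1, with a mean of 0.969 FPKM at T0. Without T0 replicate 2, all 52 passed. Over the 52 genes and 4 time points the means ranged from 0.969 to 3699 FPKM, with a median of 51.4.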

With all possible comparisons we refer to all the pairings between samples obtained at the chosen differentiation times.

### HIT CLIP Data Enrichment Analyses

Elavl binding sites (mm9 coordinates) were obtained from Supplementary Table S2 of Ince-Dunn et al. (2012). We examined the number of overlaps between these binding sites and the shortened and lengthened genes found in the time course of differentiating ANS cells. We examined overlaps on the entire genomic coordinates, instead of on transcripts only, since the mechanisms of Elavl3 activity on regulation of APA are not completely known. We then performed a Fisher test to examine whether the lengthened (or shortened) genes are enriched in Elavl3 targets when compared with the whole list of analyzed genes.

The biological significance of this test is further supported observing that enrichment *p*-value for the lengthened genes become more significant (1.77e-5 vs. 0.0011) when we restricted our analysis to the robust clusters of Elavl binding as defined in Ince-Dunn et al. (2012) using FDR < 0.01 or BC ≥ 5). The enrichments were never significant for the shortened genes.

### siRNA-Mediated Downmodulation of Elavl3 in ANS Cells

For silencing of *Elavl3* mRNA, we used Accell SMART pool siRNA oligonucleotides (Dharmacon), known to be cell-permeable without the need of transfection, and to be more stable as compared to other systems. The pool of siRNA was designed and synthesized by Dharmacon, on the target sequences reported in Supplementary Table S1A. siRNA oligonucleotide were used at final concentration of 1 μM. 

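Each of the 4 target sequences has 1 exact match on the mouse genome (NCBIM37, the assembly that UCSC names mm9), and all 4 matches lie in Elavl3. The gene lies on the minus strand of chromosome 9, from 21819449 to 21856467, with 7 exons in its GENCODE transcript. Target 1, GCAAGUUGGUUCGGGAUAA, lies in the coding sequence of exon 2, from 21841093 to 21841111. The other three lie in exon 7, which runs from 21819449 to 21823298. Target 4, GCACAAGGCCUGAGCAUUU, from 21822941 to 21822959, spans the stop codon at 21822947 to 21822949. Target 3, CGUCUUGGUUUGGUUCAUG, from 21822677 to 21822695, and target 2, GGAGGGAACAGGUUUAAAA, from 21822490 to 21822508, lie downstream of the stop codon, in the 3′UTR. Targets 2 and 3 can therefore act only on transcripts whose 3′UTR extends past them.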

The siRNAs were added to ANS cells during the last day in expansion medium and in the D1 medium for the remaining 3 days. For Western blot analyses, total protein extracts from proliferating ANS cells were prepared with a lysis buffer 2% sodium dodecyl sulfate, 30% glycerol, 300 mM *β*-mercaptoethanol, 100 mMTris-HCl pH 6.8 followed by polyacrylamide gel electrophoresis and transfer to PVDF, according to standard protocols. Anti-Elalv3 antibody used was from Proteintech Europe (55047-1-AP), used 1:1,000, revealed with a conjugated secondary anti-rabbit (Santa Cruz). Images were quantified by digital densitometric analysis using Chemidoc Touch Imaging system (BIO-RAD).

### Real-Time qPCR on Differentiating ANS Cells

ANS cells were expanded, plated in 6-wells plastic clusters and differentiated *in vitro* as indicated above. The sample named “Time 0” consisted in proliferating ANS cells maintained in growth medium. The sample named “Time 3” consisted in ANS cells differentiated for 4 days in medium B. Total RNA was collected at two time-points (time 0 and time 4) from the initial differentiation step, by removing the culture medium followed by addition of 0.5 ml of the reagent Trizol (Invitrogen) and scraping. The sample were collected in Trizol and used to extract total RNA according to the instructions.

To determine the relative abundance of specific mRNAs and for validation of the RNAseq data, Real-Time qPCR was used on independently collected samples. Two-hundred and fifty nanogram of total RNA was reverse-transcribed at 42°C for 50 min in the presence of 500 ng/μl random hexamers, 10 mM of each dNTPs, RNasin and Improm Reverse Transcriptase (Promega). Relative cDNA abundance was determined using the AB7900 System and the Platinum SYBR GREEN qPCR Super Mix (Life Technology). Specific cDNAs were amplified using primers and probes designed according the Universal Probe Library system (UPS, Roche). Experiments were repeated at least twice on independent samples, every point was done in triplicate, results were normalized to the level of *GAPDH* mRNAs. Data analysis was performed with ABI software, version 2.1 (Applied Biosystems). Primer sequences are provided (Supplementary Table S1B).

To determine the relative abundance of the long/short 3′UTR forms of selected mRNAs, a RealTime qPCR-based strategy was used, in which one primer-pair was specifically designed to amplify the long form, while a separate primer-pair was used to amplify both the “long” and the “short” forms, e.g., the total amount of the mRNA. For the calculations, data were normalized with an internal control (GAPDH) and the time 0/time 4 (ANS cells/differentiating cells) ratio was calculated.

### Two-Probes Fluorescent *in situ* Hybridization

A dual-probe fluorescent *in situ* hybridization (FISH) method was used to examine the expression and localization of the common- and long variant forms of *Pes1* and *Gng2* transcripts. In both cases, one probe was designed to anneal to a sequence in the 3′UTR of the long variant, not present in the short variant, and therefore able to detect only the long variant (i.e., distal polyA+ site usage). The other probe was designed to recognize both the long and the short variant transcripts together (proximal + distal polyA site usage). The short variant (i.e., use of proximal polyA+ site) cannot be unequivocally detected with this method. 

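The primer pairs listed for the in situ probes in the supplementary tables were matched to mouse transcripts placed on the genome (NCBIM37). For Pes1, on the plus strand of chromosome 11 from 3863978 to 3880007, the pair listed as common gives a product of 629 bp from 3879306 to 3879934. This product lies in exon 15 of 15, with all 629 bases in the 3′UTR. The Pes1 pair listed as long gives 692 bp from exon 12 to exon 15, between 3877197 and 3879194, with 408 coding bases and 284 bases of 3′UTR. For Gng2, on the minus strand of chromosome 14 from 20691781 to 20796849, the pair listed as common gives 500 bp over exons 1 to 4 of a transcript with 4 exons, between 20694819 and 20796183, with 213 coding bases and 287 bases of UTR. The Gng2 pair listed as long gives 553 bp from 20693833 to 20694385, wholly in the 3′UTR of exon 4. Exon numbers depend on the transcript, and those given here are of GENCODE transcripts that hold both primers of a pair.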

For the *Pes1* mRNA the common probe detected a sequence that anneals with exons XIII to XV, while for the *Gng2* mRNA the common probe detected a sequence that anneals with exons III to VI. The probe sequences were generated by PCR amplification (primer sequences and amplicon information are provided in Supplementary Table S1C) from mouse total cDNA, followed by standard plasmid cloning and sequence verification. For the generation of the labeled RNA probes, the plasmids were linearized with SpeI, purified and used for *in vitro* transcription with the DIG RNA Labeling kit (SP6/T7; Roche, 11175025910), in the presence of fluorescein-UTP (incorporated into the 3′UTR *Pes1* probe) or digoxigenin-UTP (incorporated into the common *Pes1* probe). The yield and integrity of labeled RNA was confirmed by gel electrophoresis, the probes were purified by spin chromatography.

Embryonic E14.5 brains were snap-frozen in liquid N2 and cryosectioned at 18 μm following a coronal orientation. The FISH followed published procedures (Grosso et al., 2015). Briefly, sections were incubated with the DIG-labeled riboprobes followed by incubation with anti-DIG–POD (1:500, Roche, 11207733910) and development with cyanine-3 substrate kit (1:200, NEL744001KT, PerkinElmer). Slides were treated with 2% H_2_O_2_ to quench residual POD activity, and hybridized with the fluorescein-labeled 3′UTR probe, recognizing the long variant. Slides were then treated with anti-fluorescein-POD (1:500, Roche, 11426346910) and developed with the fluorescein substrate kit (1:200, NEL741001KT, PerkinElmer). Nuclei were counterstained with a mounting media containing DAPI (Vector, H1200). The specificity of the labeling was confirmed by omitting the riboprobes and obtaining negligible signal.

Results were examined using a Leica SP5 confocal microscope, equipped with excitation lasers 488, 520 and 570 nm, to image, respectively, DAPI (cell nuclei), fluorescein (common mRNA of *Pes1* and 3′UTR long form mRNA of *Gng2*) and Cy3 (3′UTR long form mRNA of *Pes1* and common mRNA of *Gng2*). The objective lens was set at 20× and at 40× magnification. When used, the Z-stacks was 1 μm thickness. The pinhole, photomultiplier tube gain and contrast settings were constant for all image stacks acquired from a slide. For the profiling of the fluorescent signal, the ImageJ plug in was used. A rectangular ROI was used to detect the intensity values from Ventricular- to Subventricular/Mantle Zone of the MGE and from the Ventricular/Subventricular Zone to the Cortical plate (CP) of the embryonic cortex. Significance was calculated with the *t*-test.

## Results

### RNAseq of Proliferating vs. Differentiating ANS Cells

Changes in 3′UTR length due to APA have been documented during embryonic brain development (Hilgers et al., 2012; Miura et al., 2013; Tallafuss et al., 2015), but a systematic examination of this phenomenon during neuronal differentiation, in particular in GABAergic neurons, is lacking. We decided to apply RNAseq to compare transcriptomes of proliferating vs. differentiating ANS cells, a valid model of inhibitory neuron differentiation (Pollard et al., 2006; Onorati et al., 2011; Paina et al., 2011). We used as reference condition proliferating ANS cells, maintained in complete growth medium, and compared them with ANS cells induced to differentiate by: changing to medium D1 for 2 days (T1, reduced proliferation and early commitment); medium D1 for 2 days followed by medium B for 2 days (T2, beginning of differentiation); T2 procedure followed by additional 10 days in medium B (T3, overt differentiation). In all cases three independent replicas were used, with the exception of T3 for which only two samples were obtained (Supplementary Table S2).

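ANS cells are neural progenitors that grow as an adherent monolayer, here derived from mouse brain at E14.5. The data are RNAseq libraries from 3 cultures at T0, 3 at T1, 4 at T2 and 2 at T3, 12 in all. For T2, the text gives 3 replicas and Supplementary Table S2 gives 4. All 4 T2 libraries were used, since the paper's materials do not say which 3 would be meant. The T3 libraries carry the replicate numbers 1 and 4. For T3, the text gives 10 additional days in medium B after T2, whereas Supplementary Table S2 and the sample labels give 10 days after the change to medium B. The authors aligned the reads to the mouse genome (mm9) with TopHat and deposited, for every library, the number of reads counted on each of 22609 genes, without normalization, and a table of FPKM values per gene.

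Of the reads counted on genes, the T0 libraries had 13426197 to 15215931 counts (median 14568011) and the T1 libraries 11698240 to 16631614 (median 13663938). The T2 libraries had 10118378 to 16048942 counts (median 10713896), and the T3 libraries 11776141 in replicate 1 and 8910724 in replicate 4. The 10 most counted genes of a library took 2.54% to 3.2% of its counts. From these counts, each differentiating time point was compared with T0 on its own libraries with the quasi-likelihood test of edgeR, after normalization by the trimmed mean of M-values (TMM) and edgeR's filter on low counts. Normalized values are given as CPM (counts scaled to the library size), as mean ± SD over libraries.

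Libraries of one time point differed by more than the sampling noise in every pair, so none was taken for another one deposited again. This does not show how far the cultures were independent. A chi-square statistic per gene, which is near 1 when 2 libraries differ by sampling noise alone, was 3.28 between T0 replicates 1 and 2, and 101 and 105 between each of them and T0 replicate 3. It lay between 5.34 and 23.6 for pairs of T1 libraries, between 7.62 and 22.9 for pairs of T2 libraries, and was 34.1 for the T3 pair. With 3 libraries against 3, every T1 library lies on one side of every T0 library in 10% of genes by chance, with 4 against 3 in 5.71%, and with 2 against 3 in 20%. The choices that could change the numbers most are the model behind the test, whether all time points share one fit, and which T0 libraries are included.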

To identify the DEGs, we used a FDR cutoff of 0.05. We detected 2334 downregulated genes in T0 vs. T1, 3007 in T0 vs. T2 and 1242 in T0 vs. T3. Conversely, we detected 2483, 2974 and 981 upregulated genes in, respectively, the comparisons T0 vs. T1, T0 vs. T2 and T0 vs. T3. 

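At an adjusted p-value under 0.05 (Benjamini-Hochberg), 2078 of 12364 genes tested were lower at T1 than at T0, with a median log2 fold change of -1.03. At T2, 2751 of 12607 genes were lower (median -0.86), and at T3, 179 of 12721 (median -1.47). All libraries of the differentiating time point lay below all T0 libraries in 2074 of the 2078 genes at T1, in 2693 of the 2751 at T2 and in all 179 at T3. The alternative that moved these counts most was leaving out 1 T0 library at T3. The number of lower genes was then 1 without replicate 1, 2 without replicate 2 and 1067 without replicate 3. In one fit of all 12 libraries, the count at T3 was 1865.

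Among genes with separate groups and a mean log2 CPM of at least 1, the largest falls at T1 were in Car3, Ccl2 and Kcng1, at T2 in Car3, Ccl2 and Ucp2, and at T3 in Ucp2, Myo5b and Fbln2. Car3 (chromosome 3, 14863538 to 14872351 on mm9) had 193, 184 and 2541 counts in T0 replicates 1, 2 and 3, and 13 to 20 counts in the T1 libraries. Its log2 fold change was -5.88 at T1 (SE 1.28, edgeR adjusted p = 0.015) and -5.97 at T2 (SE 1.06, edgeR adjusted p = 0.0028), and became -3.54 and -3.64 without T0 replicate 3. Ccl2 had 19, 16 and 217 counts at T0 and at most 3 counts in any T1 or T2 library, which makes it at least 26.8-fold lower at T1 and at least 23.3-fold lower at T2. Without T0 replicate 3 its fitted log2 fold changes were -2.66 and -3.25. Kcng1 had 33, 33 and 210 counts at T0 and 3 to 5 at T1, a log2 fold change of -4.35 (SE 0.95, edgeR adjusted p = 0.015), or -2.89 without T0 replicate 3. These 3 genes lost the threshold at T1 when any 1 of the T1 libraries was left out.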

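Genes higher than at T0 at the same threshold numbered 1871 at T1 (median log2 fold change 0.94), 2704 at T2 (median 0.99) and 421 at T3 (median 3.08). All libraries of the differentiating time point lay above all T0 libraries in 1870, 2674 and 421 of them. At T3 the count was 14 without T0 replicate 1, 13 without replicate 2 and 1250 without replicate 3. Within the differentiating time points, the libraries numbered 3 and 4 differed from those numbered 1 and 2, and T0 has 1 library numbered 3 or 4, too few for a test of its own. In the libraries numbered 1 and 2 alone, a comparison chosen after the data were seen, 3729 genes were lower and 3733 higher at T1, and 3426 and 3441 at T2. At an unadjusted p-value under 0.05 in either direction there were 5539 genes at T1, 6613 at T2 and 3350 at T3.

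The largest rises at T1 were in Shisa9, Camk2a and Tmem132b, at T2 in Shisa9, Tmem132b and Ly6h, and at T3 in Shisa9, Nrxn3 and Tmem132b. Camk2a (chromosome 18, 61085272 to 61147806 on mm9), which encodes a subunit of a calcium- and calmodulin-dependent kinase, rose from 4.31 ± 2.25 CPM at T0 (SD, n = 3) to 372 ± 46.2 at T1 (SD, n = 3), a log2 fold change of 6.42 (SE 0.43, edgeR adjusted p = 0.0004). Ly6h (chromosome 15, 75381698 to 75397685) had at most 1 count in a T0 library and 10.8 ± 2.62 CPM at T2 (SD, n = 4), at least 50.1-fold higher. Nrxn3 (chromosome 12, 89961320 to 91573375), a neurexin, had 0 counts in all T0 libraries and 157 and 47 counts in T3 replicates 1 and 4, at least 42.3-fold higher at T3. Its call at T3 (edgeR adjusted p = 0.033) did not hold without T0 replicate 1 or 2, nor did that of Shisa9 (edgeR adjusted p = 0.028), whereas that of Tmem132b (edgeR adjusted p = 0.014) was lost only without T0 replicate 2.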

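Of the 12291 genes tested in all 3 comparisons, 172 were below T0 and 310 above T0 at every differentiating time point at an adjusted p-value under 0.05. T1 and T2 shared 1967 lower and 1761 higher genes out of 12332 tested in both, and 1 gene changed in opposite directions. T1 and T3 shared 172 lower and 310 higher genes, with 1 in opposite directions, and T2 and T3 shared 178 and 387, with 0 in opposite directions. The calls at T3 thus largely set the number of common lower genes, 172 of 179. Of the 421 higher genes at T3, 310 were common, so the comparison at T1 also limited that number. With T0 replicate 3 left out the common genes were 902 lower and 998 higher, and without T0 replicate 1 they were 1 lower and 12 higher. The log2 fold changes of the 12291 genes correlated across genes with r = 0.96 between T1 and T2, 0.83 between T1 and T3 and 0.91 between T2 and T3. The 3 comparisons share their T0 libraries, and in 20 simulations with no change in any gene the mean correlations were 0.53, 0.44 and 0.47, with 0 genes called in all comparisons. The simulations gave each gene the same spread at every time point. In the data, T0 replicate 3 lay farther from the other T0 libraries than libraries of any other time point did from each other. A wider spread at T0 raises such correlations, so the simulated values may be too low to set against those of the data.

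The genes whose smallest change over the 3 comparisons was largest were Myo5b, Ucp2 and Fbln2 among the lower, and Shisa9, Tmem132b and Pde9a among the higher. Myo5b, which encodes an unconventional myosin on chromosome 18 (74600590 to 74931147, mm9), fell from 30.2 ± 1.26 CPM at T0 (SD, n = 3) to 1.68 ± 0.117 at T1 (SD, n = 3), 1.22 ± 0.58 at T2 (SD, n = 4) and 1.11 ± 0.262 at T3 (SD, n = 2). Its log2 fold changes were -4.17 (SE 0.16), -4.55 (SE 0.28) and -4.76 (SE 0.28), with edgeR adjusted p = 0.00025, 4.7e-05 and 0.0086. Ucp2 changed by -4.11, -4.79 and -5.48 and Fbln2 by -3.8, -4.5 and -3.95 on the log2 scale. The T3 calls of Ucp2, Fbln2 and Pde9a were lost without T0 replicate 1 or 2. Shisa9 (chromosome 16, 11984674 to 12267896) had 0 counts in all T0 libraries and was at least 21.2-fold higher at T1, 57.8-fold at T2 and 55.8-fold at T3. Tmem132b had 1 count in each T0 library and was at least 32.1-fold higher at T1, 218-fold at T2 and 284-fold at T3. With 1 library left out, its fitted log2 fold change at T3 (9.57) ranged from 8.49 to 10.18. Its difference between T2 and T3 was not past the threshold (edgeR adjusted p = 0.66). Pde9a rose from 0.214 ± 0.185 CPM (SD, n = 3) to 12.1 ± 7.12, 31.1 ± 5.87 and 55.5 ± 47.5, with 89.1 and 22 CPM in T3 replicates 1 and 4.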

In all comparisons, 895 DEGs were always downregulated and 868 DEGs were always upregulated, indicating a significant uniformity of the differentiation process at the transcriptional level (data deposited at GEO, GSE119073). We also verified the upregulated expression of neuronal and GABAergic markers, and confirmed previously reported data, indicating a proper differentiation of these cells towards the inhibitory lineage (Supplementary Figure S1).

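Supplementary Figure S1 was not used here, so the markers were taken as a list of 12 neuronal and GABAergic genes fixed before the data were examined. At an adjusted p-value under 0.05 over all genes tested, 4 of the 6 markers with enough counts were above T0 at T1, 5 of 7 at T2 and 3 of 7 at T3. Adjusted over the list alone, these were 4, 5 and 5. In the libraries numbered 1 and 2 alone they were 4 at T1 and 5 at T2. The 3 at T3 became 0 without T0 replicate 1 or 2 and 5 in one fit of all 12 libraries.

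Tubb3, the neuronal class III tubulin (chromosome 8, 125935324 to 125945915, mm9), rose from 25.6 ± 12.9 CPM at T0 (SD, n = 3) to 155 ± 8.29 at T1 (SD, n = 3), 135 ± 24.7 at T2 (SD, n = 4) and 133 ± 62 at T3 (SD, n = 2). Its log2 fold changes were 2.6 (SE 0.4), 2.42 (SE 0.37) and 2.39 (SE 0.54), with edgeR adjusted p = 0.0042, 0.0014 and 0.063. Mtap2, which encodes MAP2, rose from 900 ± 20.6 CPM to 1903 ± 258, 1773 ± 173 and 1627 ± 450 CPM, with edgeR adjusted p = 0.0024, 0.00043 and 0.074. For both genes the T3 libraries lay above all T0 libraries, and DESeq2 on the same libraries called both at T3. Over the alternatives, the adjusted p-values at T3 ranged from 4.5e-08 to 0.13 for Tubb3 and from 4.8e-05 to 0.22 for Mtap2. Dcx (chromosome X, 140290385 to 140367854) rose from 5.57 ± 3.37 CPM to 219 ± 24.2, 368 ± 52.2 and 411 ± 198 CPM, log2 fold changes of 5.29, 6.06 and 6.22.

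Gad1, which encodes the GABA-synthesizing enzyme GAD67 (chromosome 2, 70391129 to 70440071), rose from 2.68 ± 1.43 CPM at T0 to 36.1 ± 3.71 at T1, 50.3 ± 5.57 at T2 and 36.3 ± 17.5 at T3, log2 fold changes of 3.75 (SE 0.38), 4.25 (SE 0.34) and 3.77 (SE 0.55) with edgeR adjusted p = 0.00095, 9e-05 and 0.028. The T3 calls of Gad1, Dcx and Rbfox3 were lost without T0 replicate 1 or 2. Rbfox3, which encodes NeuN, had at most 1 count in a T0 library and was at least 7.93-fold higher at T2 and at least 6.08-fold higher at T3. Dlx1 stood at 3.38 ± 0.274 CPM at T0, and at 3.24 ± 0.197, 2.83 ± 0.203 and 1.94 ± 0.143 CPM at T1, T2 and T3, with edgeR adjusted p = 0.85, 0.37 and 0.21, and was called at T3 only in one fit of all 12 libraries. Dlx2 had at most 4 counts in any library, and Gad2, Slc32a1 (the vesicular GABA transporter), Dlx5 and Dlx6 at most 1. These genes were thus barely counted at any time point, T3 included, and no change in them was detectable at this depth. Among Gad1, Gad2, Slc32a1 and the Dlx genes of the list, Gad1 alone was called above T0. From the rise of the markers, the paper concludes that the cells differentiated properly towards the inhibitory lineage.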

We then carried out functional classification analyses on the DEGs identified in all comparisons. 

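A list of 97 cell cycle genes and a list of 82 neuronal differentiation genes, both fixed before the data were examined, were used in place of the GO terms. All 97 cell cycle genes had a lower fitted value than T0 in each comparison, with median log2 fold changes of -3.21 at T1, -2.77 at T2 and -1.41 at T3. At an adjusted p-value under 0.05 over all genes tested, 94 were lower at T1, 95 at T2 and 6 at T3, and adjusted over the list alone 94, 95 and 85. Of the 172 genes lower in all comparisons, 6 were on the list, where 1.36 would be expected (odds ratio 4.78, one-sided Fisher's exact test, p = 0.0024). With at least 10 counts required in every library, 1 of 89 common genes was on the list. Without T0 replicate 1 or 2, 0 of 1 and 0 of 2 common genes were, too few to tell. Without T0 replicate 3, 32 of the common genes were on the list, and with DESeq2 on the 2 groups of each comparison 78 of 856. Mki67 fell from 679 ± 157 CPM at T0 (SD, n = 3) to 56.6 ± 26.7 at T1 (SD, n = 3) and 77.4 ± 32.3 at T2 (SD, n = 4), and was at 197 and 312 CPM in T3 replicates 1 and 4. Its log2 fold changes were -3.59 (SE 0.39), -3.12 (SE 0.33) and -1.4 (SE 0.3), with edgeR adjusted p = 0.0011, 0.00023 and 0.058, and it was called at T3 without T0 replicate 3 (-1.2).

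The neuronal differentiation list had 59, 63 and 65 genes with enough counts for the test at T1, T2 and T3. Of these, 26, 32 and 12 were above T0 (27, 32 and 30 adjusted over the list alone) and 3, 4 and 0 below, and the median log2 fold changes were 0.83, 0.95 and 0.99. Of the 310 genes higher in all comparisons, 9 were on the list, where 1.49 would be expected (odds ratio 7.13, one-sided Fisher's exact test, p = 1.5e-05). Without T0 replicate 1 or 2 this was 1 of 12 common genes. The competitive set test camera, with its preset correlation of 0.01, called both lists in every comparison. The rotation test fry called the neuronal list in all 3 comparisons and the cell cycle list at T1 and T2, and with a correlation estimated from the data only the cell cycle list was called, at T1 and T2.

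**Figure D1:**
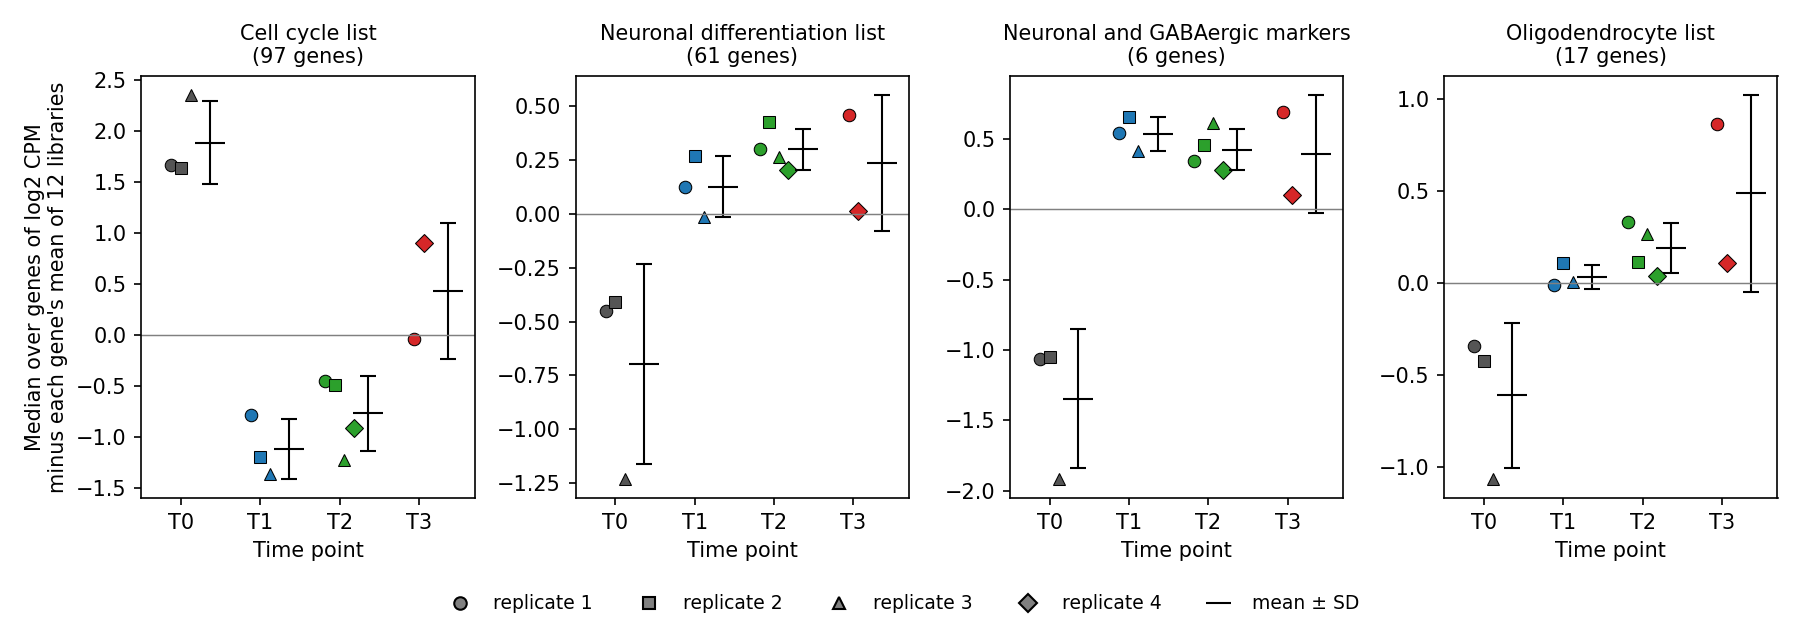
Median over the genes of a list of log2 CPM minus each gene's mean over the 12 libraries (vertical axis, log2 units), for each library by time point; symbols mark the replicate number and the bars give mean ± SD. The cell cycle list lies between 1.64 and 2.36 in the T0 libraries, at or below -0.45 in every T1 and T2 library, and at -0.036 and 0.91 in T3 replicates 1 and 4.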

Among the genes expressed at higher levels at T0 we identified a significant enrichment of cell cycle and proliferation genes while among those upregulated in differentiating ANS (T1, T2 and T3 vs. T0) we identified a significant enrichment of neuronal differentiation genes, as expected (Figure 1A, Supplementary Figures S2, S3).

**Figure 1:**
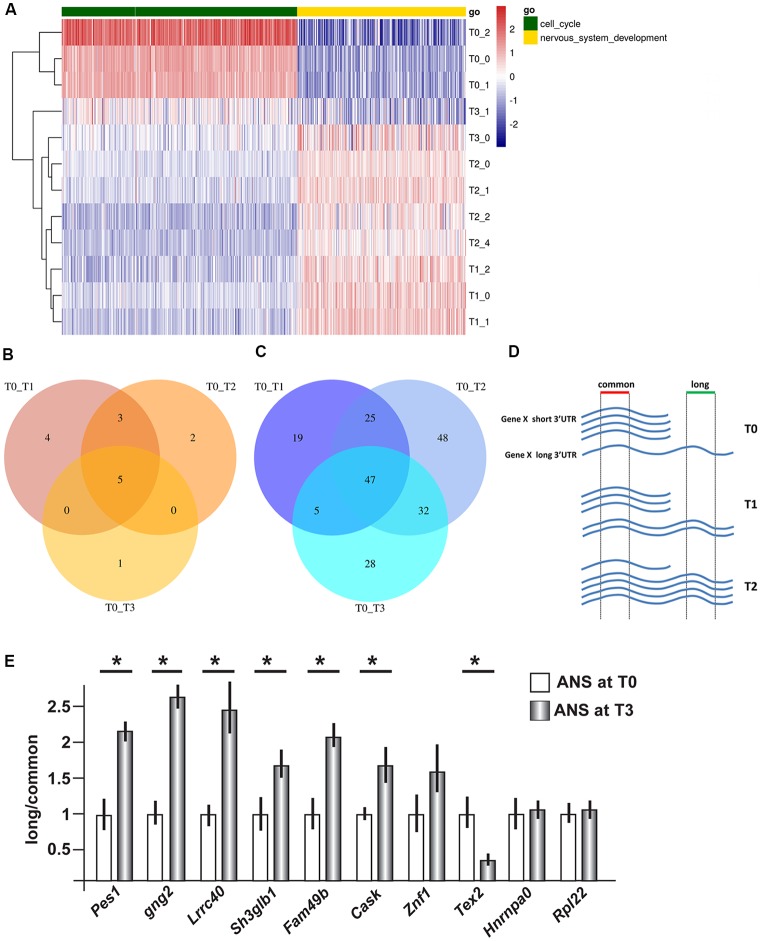
Gene expression profiling and 3′ untranslated region (3′UTR) length in differentiating adherent neural stem (ANS) cells. RNAseq data were obtained from ANS cells at T0 (proliferating), T1, T2 and T3 (three timepoints of GABAergic differentiation). **(A)** Cluster analyses and heat Map of differentially expressed coding mRNAs, relevant to the control of cell cycle exit (in green) and early neuronal differentiation (in yellow). The color-code of the raw Z-scores is shown on the right. **(B,C)** Venn diagrams summarizing the number of transcripts showing shortening **(B)** or lengthening **(C)** during inhibitory neuron differentiation, comparing proliferating (T0) with differentiating (T1, T2, T3) ANS cells. **(D,E)** Technical validation of 3′UTR lengthening. A scheme illustrating the strategy used to quantify the relative abundance of the long vs. common forms of 3′UTR is shown in **(D)**. Ten selected 3′UTRs were examined by Real-Time qPCR analysis (in **E**). Eight of them showed changes in the relative abundance consistent with the RNAseq data. See also Supplementary Tables S3A,B for a full list. *p < 0.05.

Next, we carried out a cross-check of our data with datasets related to cell proliferation and neural differentiation, using GSEA. We identified positive correlations between genes enriched in proliferating ANS cells and cycling/mitotic genes, and with a dataset from tailless-like (TLX)-regulated genes (TLX is a nuclear receptor/transcription factor implicated in the control of proliferation/differentiation step of neural stem cells; Niu et al., 2011; Sun et al., 2011; Islam et al., 2015; Ni et al., 2015; Supplementary Figure S3). 

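The datasets used for GSEA were not used here. On the cell cycle list, the mean of the library medians of log2 CPM, relative to each gene's mean over the 12 libraries, was 1.89 ± 0.405 at T0 (SD, n = 3), -1.12 ± 0.297 at T1 (SD, n = 3), -0.77 ± 0.368 at T2 (SD, n = 4) and 0.44 ± 0.667 at T3 (SD, n = 2). Each T1, T2 and T3 library lay below each T0 library. The T3 libraries lay above every T1 and T2 library. Pcna, which encodes the sliding clamp of DNA replication, fell from 126 ± 41.4 CPM at T0 to 27.9 ± 1.47 at T1, 31.3 ± 4.21 at T2 and 44.5 ± 15.3 at T3, log2 fold changes of -2.17 (SE 0.24), -1.99 (SE 0.21) and -1.48 (SE 0.35) with edgeR adjusted p = 0.0011, 0.00024 and 0.07, and it was called at T3 without T0 replicate 3 (-1.18). Nr2e1, the gene of TLX itself (chromosome 10, 42281769 to 42303438, mm9), had 1, 3 and 5 counts in the T0 libraries and at most 1 count in any other, so that its change was not detectable at this depth. The neural progenitor markers Nes, Sox2 and Pax6 were not called in any comparison, and Mki67 and Pcna were the 2 genes called at T1 and at T2 among 5 tested progenitor markers. At T3, 0 were called over all genes tested, 2 when adjusted over the list alone, and 2 had an unadjusted p-value under 0.05.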

Interestingly we also detected an anti-correlation with a dataset related to oligodendrocyte differentiation (Supplementary Figure S3), possibly indicating that neuronal differentiation requires repression of a cognate but distinct cell fate, in this model.

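On a list of 30 oligodendrocyte genes fixed before the data were examined, 17, 19 and 20 genes had enough counts for the test at T1, T2 and T3. Their median log2 fold changes from T0 were 0.54, 0.78 and 0.81, with 15 of 17, 18 of 19 and 16 of 20 genes above T0. At an adjusted p-value under 0.05 over all genes tested, 3, 9 and 0 genes were above T0 and 0 were below in each comparison. Adjusted over the list alone, 2, 9 and 3 were above. At T3, 8 genes had an unadjusted p-value under 0.05. Genes of the list at the floor at T0 or later went both ways. Enpp6, not tested at T1 and T2, was at least 5.28-, 4.58- and 4.08-fold lower at T1, T2 and T3. Aspa was at least 3.97-, 3.45- and 3.07-fold lower and Tspan2 at least 1.63-, 1.41- and 1.26-fold. The highest T0 counts of Enpp6, Aspa and Tspan2 were 27, 23 and 8. Opalin, with 0 counts at T0, was at least 3.86-fold higher at T2 and 2.94-fold at T3. The set test camera called the list higher in all comparisons with its preset correlation, fry called it at T2 only, and camera with an estimated correlation called it in none. Without T0 replicate 3 the medians at T1 and T3 were 0.31 and 0.75, and camera no longer called the list at either. At T1 this fit tested 21 genes of the list, against 17 with that library, so the lower median may also come from the genes added. In the libraries numbered 1 and 2 alone the medians were 0.32 at T1 and 0.5 at T2. At T1 the call was also lost without any 1 of the T1 libraries (medians 0.26 to 0.3) and with the counts fitted by DESeq2 (0.4).

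Pdgfra, a receptor of oligodendrocyte precursors (chromosome 5, 75548316 to 75594229, mm9), rose from 30.1, 27.2 and 3.67 CPM in T0 replicates 1, 2 and 3 to 145 ± 52.4 at T1 (SD, n = 3), 163 ± 18.4 at T2 (SD, n = 4) and 148 ± 114 at T3 (SD, n = 2), log2 fold changes of 2.83 (SE 0.7), 3.02 (SE 0.58) and 2.88 (SE 0.89) with edgeR adjusted p = 0.023, 0.0039 and 0.11. Its T1 call was lost without T1 replicate 1 or 2. Gpr17, a receptor of committed precursors, was at 103 CPM in T0 replicates 1 and 2 and at 0.917 CPM in T0 replicate 3, and at 272 to 1359 CPM in the differentiating libraries. Its log2 fold changes of 2.99, 3.03 and 3.57 had edgeR adjusted p = 0.097, 0.045 and 0.2, and without T0 replicate 3 it was called at T1, with 2.41. The T2 call was lost when any 1 library other than T0 replicate 3 was left out. Gpr17 lies within Lims2, on the opposite strand, and the paper does not state whether the counting used the strand. Of the myelin genes, Mbp, Mog and Mag did not exceed 2.96 CPM in any library. From the anti-correlation, the paper proposes that neuronal differentiation requires repression of a related but distinct cell fate.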

### Alternative PolyA+ Site Usage and Abundance of Transcript Variants With Longer/Shorter 3′UTR in Differentiating ANS Cells

Using the Bioconductor package roar (Grassi et al., 2016), we examined the obtained RNAseq data searching for transcripts showing a significant switch in the use of the proximal or the distal polyA+ site during differentiation. From now on, we will refer to these transcripts as “shorter” and “longer” variant, respectively. Similar to the differential expression at mRNA level, the 3′UTR analysis yielded highly uniform results for the three different time points comparisons, with a notable prevalence of elongation of the 3′UTRs during the differentiation process (Figures 1B,C). Indeed, we identified only five 3′UTRs that switched to the use of the distal polyA+ site, and 47 3′UTRs that switched to the use of the proximal polyA+ site, in proliferating cells (T0) compared to differentiated ones. A list of the common shortened and elongated genes is provided in Supplementary Tables S3A,B. These results indicate a shift in the use of distal PAS during the inhibitory neuron differentiation, *in vitro*.

We then examined the function of all classes of those mRNA showing APA, using standard functional enrichment procedures (based on GO and GSEA; Sergushichev, 2016). 

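The genes with a shortened 3′UTR in Supplementary Table S3B include Tuba1c and Tubb2b. At the level of whole genes, Tuba1c (chromosome 15, 98860322 to 98868536, mm9) fell from 16.3 ± 6.93 CPM at T0 (SD, n = 3) to 3.96 ± 0.455 at T1 (SD, n = 3), 5.49 ± 2.79 at T2 (SD, n = 4) and 6.52 ± 1.88 at T3 (SD, n = 2). Its log2 fold changes were -2.05 (SE 0.32), -1.56 (SE 0.41) and -1.3 (SE 0.43), with edgeR adjusted p = 0.0048, 0.015 and 0.12. Tubb2b (chromosome 13, 34218877 to 34222223) was at 613 ± 54.8 CPM at T0, 789 ± 112 at T1, 629 ± 61.4 at T2 and 586 ± 153 at T3, with edgeR adjusted p = 0.1, 0.74 and 0.9. Its direction depended on the libraries and the scaling used. Without T0 replicate 3 its log2 fold change at T2 went from 0.054 to -0.0095, and its change at T3 went from -0.05 to 0.015 when scaled to library size alone and to 0.016 without T0 replicate 2.

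Of 12 tubulin genes, 9 had enough counts for the test. Over all genes tested, 2 were above T0 and 5 below at T1 and again at T2, and 0 were called at T3, where 4 had an unadjusted p-value under 0.05. Adjusted over the list alone, the calls were 2 above and 5 below at T1 and at T2, and 1 above and 0 below at T3. The 2 higher genes were Tubb3 and Tuba1a, the second rising from 585 ± 166 CPM at T0 to 1041 ± 98.8 at T1 and 1051 ± 150 at T2, with edgeR adjusted p = 0.026 and 0.0099. The T1 call of Tuba1a did not hold when any 1 library other than T0 replicate 3 was left out. Among the lower genes, Tubb5 went from 1997 ± 419 CPM to 868 ± 46.8 and 807 ± 36.1, and Tubb6 from 137 ± 61.2 CPM to 19 ± 3.41 and 22.6 ± 3.65. Tubulin genes are close paralogs whose reads the authors' counting may have dropped or split between copies, so their levels are uncertain. Over all 5 genes of Supplementary Table S3B, 1 was above T0 and 2 below at T1 and at T2, and 0 above and 1 below at T3. Of the 47 genes of Supplementary Table S3A, 12 were above T0 and 5 below at T1, 14 and 12 at T2, and 2 and 0 at T3, with median log2 fold changes of 0.015, 0.048 and 0.01. Adjusted over the list alone, the 47 genes gave 12 above and 5 below at T1, 15 and 14 at T2, and 4 and 1 at T3, and the 5 genes gave 1 above and 2 below in each comparison. Both tables were drawn from these libraries, so these are not independent evidence.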

Interestingly, two out of the five genes showing shortened 3′UTR encode tubulin subunits, which may correlate with the increased tubulin expression that characterize neuronal differentiation (Guo et al., 2010). Among the 47 common elongated mRNAs, we did not observe specific enrichments in functional classes directly implicated in neuronal differentiation after multiple test correction. Instead, we observed that the major biological processes in which these genes are significantly enriched were “RNA processing” and various “housekeeping” functions (Supplementary Table S4).

Nonetheless several of these genes could play an important functional role in the switch between proliferation and differentiation. For instance, it is well known that subtle modifications of Mapk1 activity, resulting in transient vs. sustained activation, may be a determinant of the choice between neuronal proliferation and differentiation (Marshall, 1995). Rab23 regulates brain development antagonizing the Sonic Hedgehog pathway (Lim and Tang, 2015) which plays a crucial role in specifying the fate of cortical interneurons (Vazin et al., 2014). Modulation of the Smad-repressor Pmepa1 (Liu et al., 2011), of Ppp2r1b (Yeh et al., 2007) and of Rbx1 (Carrano and Pagano, 2001) may contribute to inhibit cell cycle progression. Reduced expression of Serf2, previously identified as BE301622, induces neural stem cells differentiation (Wen et al., 2007), Znrf1 modulates axon extension (Yoshida et al., 2009) and presynaptic development (Araki and Milbrandt, 2003) while Nlgn1 and Cask are implicated in differentiation of inhibitory neurons and synapses (Pettem et al., 2013; Tanabe et al., 2017) by binding to neurexin family proteins (Bang and Owczarek, 2013). Importantly, mutations of *Cask* (Moog et al., 1993), *Hrnrpu* (Bramswig et al., 2017) and *Gnb1* (Petrovski et al., 2016) genes have been associated to neurodevelopmental syndromes characterized by intellectual disability and epilepsy. These results further support a functional link between the alternative polyA+ site usage and neuronal differentiation.

### Experimental Validation of Shorter and Longer 3′UTRs Variants

In order to carry out an independent validation, we selected a number of mRNAs differentially elongated or shortened, for qPCR analyses. The choice was operated ranking them using the roar values and then from the top ones applying different filters, namely: FPKM > 1 at T0 and T3, PRE and POST regions not overlapping with other transcripts and the uniqueness of the designed primers. 

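Of the filters named, the one on expression can be followed in the deposited FPKM values per gene. All 10 genes of Figure 1E had a mean FPKM over 1 at T0 and at T3, between 5.91 for Tex2 at T3 and 762 for Rpl22 at T0. Pes1 was at 56.1 ± 17 FPKM at T0 (SD, n = 3) and at 36.5 and 28.9 FPKM in T3 replicates 1 and 4. Gng2 was at 54.9 ± 15 FPKM at T0 and at 34.5 and 27.4 in the T3 libraries. In the counts, 3 of the 10 genes were above T0 and 1 below at T1, and 3 and 3 at T2, while 0 were called in either direction at T3, where 3 had an unadjusted p-value under 0.05. Adjusted over the list alone, 3 genes were above and 1 below at T1, 3 and 3 at T2, and 1 and 0 at T3. The median log2 fold changes of the 10 genes were -0.13, -0.064 and 0.06. The study chose these genes from the same libraries, so the counts over the list are not independent evidence.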

We then proceeded to validate changes in 3′UTR length by qPCR, on independent RNA samples from proliferating and differentiating ANS cells. The general experimental strategy is shown schematically in Figure 1D. In differentiated ANS cells, one of the transcripts (*Tex2*) showed shortening, six of the transcripts (*Pes1, Gng2, Lrrc40, Sh3glb1, Fam49b* and *Cask*) showed lengthening, while three transcripts (*Znf1*, *Hnrnpa0* and *Rpl22*) remained unchanged (Figure 1E). Thus, for seven out of ten 3′UTRs examined, the RT-PCR results confirmed the expected change in abundance of the longer vs. the common transcript detected by RNAseq. This result strengthens the validity of the RNAseq results and of our bioinformatics pipeline to detect shorter/longer 3′UTRs.

### 3′UTR Variants of *Pes1* and *Gng2* mRNAs Are Enriched in Differentiation Regions on the Cortex and Ganglionic Eminence of the Mouse Brain

For a further validation of the lengthening of 3′UTR during neuronal differentiation, and in order to confirm the differential abundance of the longer form in differentiating neurons, we chose to examine the expression of long-variants of *Gng2* and *Pes1* transcripts *in vivo*. We collected coronal sections of the embryonic mouse brain (ages E14.5 and E18.5) and determined the localization and level of expression of the 3′UTR longer vs. all transcript variants of these two genes, by FISH. For each gene two probes were prepared: one that specifically detects the longer variant, labeled in with one fluorescence, and the other detecting all variants of the same, labeled with a different fluorochrome (Figure 2A, for probes info see Supplementary Table S1C). With these probes we carried out two-colors RNA:RNA FISH on sections of embryonic mouse brains, according to published procedures (Grosso et al., 2015) and quantified confocal images of the ganglionic eminence (GE) and the primordiun of the dorsolateral cortex.

**Figure 2:**
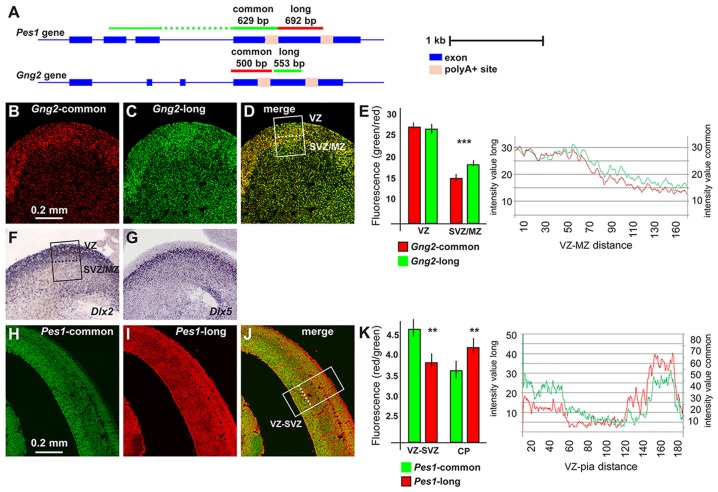
*Pes1* and *Gng2* transcript variants in the mouse embryonic brain. Detection and localization of variants of *Pes1* and *Gng2* transcripts in the mouse embryonic cortex and ganglionic eminence (GE) of the forebrain, to reveal differential abundance in proliferating vs. differentiating regions. **(A)** Scheme showing the *Gng2* and *Pes1* gene organization, the location of the alternative polyA+ sites and of the probes used to detect all variants (common) or the long-variants. Scale is shown on the right. **(B–D)** Coronal sections of normal mouse embryonic forebrain at the age E14.5 subjected to two-colors fluorescent *in situ* hybridization (FISH) to determine the localization and relative abundance of variants of the *Gng2* mRNAs. At least 10 sections were stained, obtained from two brain specimens. Representative images of two-colors FISH to detect all variants (red, in **B**) or the long variant (green, in **C**) *Gng2* transcripts in the basal brain primordium. A merged image is shown in **(D)**. **(E)** Histogram and profile of the relative fluorescent intensity of the images in **(B–D)**, from the area indicated in (**D**; white rectangle, subdivided in ventricular zone(VZ) and subventricular/mantle zone (SVZ/MZ). At least two areas/slide were considered. The results relative to the VZ or the SVZ/MZ are shown as histogram. *Gng2*-all variants is indicated with red bars and lines, the *Gng2*-long variant is indicated with green bars and lines. Note the relative increase in the relative fluorescent detected in the SVZ/MZ area. **(F,G)** Images of the expression and localization of *Dlx2* **(F)** and *Dlx5* **(G)** mRNAs by ISH (from www.genepaint.org) marking, respectively, proliferating progenitors and committed/early differentiating GABAergic neurons. The position of the VZ and SVZ/MZ is indicated in **(F)**. **(H–J)** Representative images of two-colors FISH to detect all variants (green, in **F**) or the long variant (red, in **G**) *Pes1* transcripts in the cortical primordium. A merge image is shown in **(H)**. **(K)** Histogram and profile of the relative fluorescent intensity of the cortical primordium, from the areas indicated in (**H**; (white rectangle, subdivided inVZ/SVZ and cortical plate (CP)). At least two areas/slide were considered. The results relative to the VZ/SVZ or the CP are shown as histogram. *Pes1*-all variants are indicated with green bars and lines, *Pes1*-long variant is indicated with red bars and lines. Note the relative increase in the relative fluorescence detected in the CP. Asterisks indicate statistical significance, **p < 0.01, ***p < 0.001.

In the GE we observed expression of the all-variant *Gng2* transcript in the Ventricular-, the Subventricular- and the Mantle Zone (VZ, SVZ, MZ), with a preference in the VZ, the location in which interneuron progenitors actively proliferate (Hu et al., 2017). Instead the probe specific for the long-*Gng2* transcript reveals a higher relative signal in the SVZ/MZ, where post-mitotic early-differentiating neurons are present (Figures 2B–D). The fluorescent intensity of the longer and the all-variant probes was quantified along the thickness of the GE and plotted as a function of the position. A significant difference (*p* < 0.001) in the relative fluorescence in the SVZ/MZ is documented (Figure 2E). These results confirm that the expression of the longer *Gng2* variant is enriched in zones of differentiating inhibitory neurons. As a further comparison, we added two high-resolution images of mRNA expression by *in situ* hybridization (from www.genepaint.org) showing the relative expression pattern of *Dlx2* and *Dlx5* in the VZ and SVZ/MZ of the mouse embryonic GE (Figures 2F,G). There two mRNAs are excellent markers for proliferating neuronal progenitors (*Dlx2*) and early differentiating progenitors (*Dlx5*) of the GABAergic lineage (Eisenstat et al., 1999; Stühmer et al., 2002; Perera et al., 2004).

We then extended this observation and examined the expression of the *Pes1* transcript variants in the mouse embryonic cortex at the age E14.5, as above. The FISH experiments revealed a strong expression of the common *Pes1* form throughout the cortex thickness, with an increased abundance in the VZ/SVZ and in the CP. Instead, the probe detecting only the longer *Pes1* transcript shows reduced relative expression in the VZ/SVZ and increased relative expression in the CP (Figures 2H–J). The relative fluorescent intensity was determined and plotted as above, and documented a significant difference (*p* < 0.001) in the abundance of the longer vs. common *Pes1* transcripts in the VZ/SVZ compared to the CP (Figure 2K). The VZ and SVZ regions of the embryonic cortex at this age harbors the neural progenitors and the proliferating neuroblasts, while the CP corresponds to the position of post-mitotic early differentiated neurons. Globally, these data indicate that differentiating neurons of both the basal and the cortical embryonic brain switch to the use of distal (or proximal) APA sites, at least for the *Pes1* transcript.

### Expression of *Elavl* Genes and Other RBPs Involved in APA Choice During Neural Differentiation

To get hints on the possible molecular drivers of alternative polyA+ site usage in our model of ANS cell differentiation, we examined RNAseq-based profiling data focusing on the expression of *Elavl* and other RBP potentially involved in APA choice. Elav proteins, first identified in *Drosophila* and then in mammals (named Elavl1-4, also known as HuR, HuB, HuC and HuD, respectively; Good, 1995), participate in the formation of a complex that, in synergy with the promoter state of a transcribed gene, operates the choice of polyA+ sites (Oktaba et al., 2015). *Drosophila* Elav protein is mainly expressed in the insect neurons and has been shown to participate in their differentiation and axon guidance (Simionato et al., 2007; Colombrita et al., 2013). In mammals, Elavl2-4 proteins are also mainly expressed in neurons (Ogawa et al., 2018), but their functions is still to be explored.

The mRNAs for RBPs known to play role in the polyadenylation and choice of polyA+ site, such as members of the Cleavage Factor I family (Yang et al., 2011; Martin et al., 2012) did not show differential expression across the time points of ANS differentiation (data not shown). 

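The Cleavage Factor I genes are Nudt21, which encodes the 25 kDa subunit, and Cpsf6 and Cpsf7, which encode the larger subunits. Nudt21 (chromosome 8, 96543303 to 96560939, mm9) was at 8.91 ± 1.28 CPM at T0 (SD, n = 3), 5.96 ± 0.778 at T1 (SD, n = 3), 6.02 ± 0.603 at T2 (SD, n = 4) and 5.57 ± 0.184 at T3 (SD, n = 2), below T0 in every differentiating library. Its log2 fold changes were -0.58 (SE 0.21), -0.55 (SE 0.18) and -0.66 (SE 0.27), with edgeR adjusted p = 0.07, 0.039 and 0.2. The call at T2 was lost when any 1 library was left out, and DESeq2 in one fit of all 12 libraries called Nudt21 at T1 and T3 too. Cpsf6 changed by -0.056, -0.1 and -0.11 on the log2 scale and Cpsf7 by -0.17, -0.12 and -0.14, with edgeR adjusted p-values between 0.25 and 0.75. The sign of Cpsf6 at T1 was positive without T0 replicate 3 (0.016) and without T1 replicate 3 (0.012). Adjusted over the 3 genes alone, 0 were called at T1 and T3 and 1 at T2, and at an unadjusted p-value under 0.05 the counts were 1, 1 and 0.

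A wider list of polyadenylation factors had 33 genes with counts. Over all genes tested, 3 were above T0 and 9 below at T1, and 4 and 14 at T2, while 0 were called at T3, where 6 had an unadjusted p-value under 0.05. Adjusted over the list alone, 3 were above and 10 below at T1, 7 and 18 at T2, and 0 at T3. Its median log2 fold changes were -0.36, -0.38 and -0.31.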

On the contrary, in our RNAseq data *Elavl3* mRNA showed an interesting pattern: upregulated (log2 fold changes +2.24 and 2.01) in T2 and T3 vs. T0, and (+1.56) in T1 vs. T0 (Figures 3A,B). 

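Elavl3 had 48, 52 and 3 counts in T0 replicates 1, 2 and 3. It had 139 to 179 counts in the T1 libraries, 179, 195, 200 and 242 in the T2 libraries, and 442 and 102 counts in T3 replicates 1 and 4. This corresponds to 2.48 ± 1.97 CPM at T0 (SD, n = 3), 11.6 ± 2.06 at T1 (SD, n = 3), 17.1 ± 1.54 at T2 (SD, n = 4), and 37 and 11 CPM at T3. Every differentiating library lay above every T0 library. The log2 fold changes were 2.22 at T1 (SE 0.71), 2.8 at T2 (SE 0.6) and 3.29 at T3 (SE 0.98), with edgeR adjusted p = 0.052, 0.0067 and 0.11. Adjusted over the 4 Elavl genes alone, Elavl3 was above T0 at T1 and T2, and not called at T3. T0 replicate 3 bears on both the size and the call. Without it the log2 fold changes were 1.67 at T1 (edgeR adjusted p = 0.00025), 2.25 at T2 and 2.75 at T3 (edgeR adjusted p = 0.04). In the libraries numbered 1 and 2 alone they were 1.81 at T1 and 2.29 at T2. Over the alternatives that gave a test, the adjusted p-values ranged from 6.2e-07 to 0.16 at T1, from 9.4e-07 to 0.045 at T2 and from 0.00065 to 0.19 at T3. In the FPKM values, the mean of log2(FPKM + 0.1) was 2.59 higher over the 9 differentiating libraries than over the 3 T0 libraries (two-sided exact permutation test, p = 0.0045, the smallest p that the 220 groupings allow).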

Real-Time qPCR analysis of *Elavl3* expression on independent samples of proliferating vs. differentiating ANS cells confirmed this finding (Figure 3C). 

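Of the other members of the family, Elavl4 (chromosome 4, 109876327 to 110024514, mm9) was at 53, 43 and 114 counts in the T0 libraries, or 5.01 ± 2.67 CPM (SD, n = 3). It was at 1.89 ± 0.391 CPM at T1 (SD, n = 3), 2.57 ± 0.55 at T2 (SD, n = 4) and 2.42 ± 0.228 at T3 (SD, n = 2). The log2 fold changes were -1.4 (SE 0.42), -0.94 (SE 0.37) and -1.03 (SE 0.52), with edgeR adjusted p = 0.043, 0.068 and 0.27. At T1 and T3 every library lay below every T0 library, and at T2 the groups overlapped. In the libraries numbered 1 and 2 alone the changes were -1.04 at T1 and -0.31 at T2. The T1 call was lost without T0 replicate 1 or any of the T1 libraries, and without T0 replicate 3 the change at T1 was -0.86. DESeq2 on the same libraries called Elavl4 at T2 (adjusted p = 0.048, within a range of 0.026 to 0.35 over the alternatives). Elavl1 changed by -0.25, -0.26 and -0.038 and Elavl2 by 0.099, 0.18 and 0.089 on the log2 scale, with edgeR adjusted p-values between 0.22 and 0.93, and neither was past the threshold. Elavl2 was past it at T1 (0.29) and T2 (0.43) in the libraries numbered 1 and 2 alone, chosen after the data were seen, and without T3 replicate 1, which leaves 1 library at T3, its change at T3 was -0.025. The sign of Elavl1 at T3 was not stable, with 0.04 when scaled to library size alone, 0.00038 with at least 10 counts required in every library and 0.19 without T0 replicate 3. Adjusted over the 4 Elavl genes alone, Elavl4 was below T0 at T1 only.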

No other member of the *Elavl* family was found to be differentially expressed, with the exception of *Elavl4* that was downregulated in T1 and T2 vs. T0 (Figure 3A). This may suggest that Elavl3 could participate in APA during neuronal differentiation. This result is in accordance with previous observations indicating that *Elavl2* is expressed in early neuronal progenitors and in mature neurons, while *Elavl3/4* expression begins slightly later, during cortical neuron development (Yano et al., 2015).

**Figure 3:**
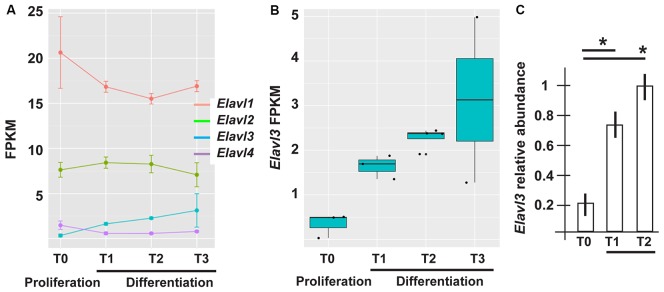
Differential expression of RNA binding protein (RBP) of the Elavl family in differentiating ASN cells. **(A)** Expression of *Elavl1*, *Elavl2, Elavl3* and *Elavl4* RBPs in proliferating (T0) vs. differentiating (T1, T2, T3) ASN cells, by RNAseq analysis. **(B)** Plotting of the same data as in **(A)** showing differential expression of *Elavl3* mRNA in proliferating vs. differentiating ASN cells, by RNAseq analysis. **(C)** RealTime qPCR analyses on independent RNA samples to quantify the relative abundance of *Elavl3* mRNA in ASN cells at T0, T1 and T2. Results are expressed as relative abundance, T2 is made = 1. *p < 0.05.

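In the deposited FPKM values, Elavl3 was at 0.345 ± 0.27 at T0 (SD, n = 3), 1.64 ± 0.263 at T1 (SD, n = 3) and 2.27 ± 0.245 at T2 (SD, n = 4). At T3 it was at 4.98 in replicate 1 and 1.28 in replicate 4, a spread wider than the difference between T0 and T2. Elavl4 went from 1.49 ± 0.817 at T0 to 0.589 ± 0.266, 0.583 ± 0.216 and 0.795 ± 0.123. Elavl1 was the most abundant member, at 20.6 ± 6.87 FPKM at T0 and 16.8 ± 1.06, 15.5 ± 1.16 and 16.9 ± 0.856 at T1, T2 and T3. Elavl2 was at 7.63 ± 1.41 at T0 and 8.42 ± 1.08, 8.27 ± 1.93 and 7.08 ± 1.88 FPKM at the later time points. The FPKM values of Elavl1 and of Elavl2 overlapped between the libraries of any 2 time points. Those of Elavl4 overlapped with T0 at T1 and T3, where T1 replicate 3 (0.875) and T3 replicate 4 (0.882) lay above T0 replicate 2 (0.795). At T2 they lay below all T0 libraries, with 0.774 as the highest. The counts of Elavl4 showed the reverse, with groups apart at T1 and T3 and overlapping at T2. With pseudocounts of 1 and 0.01 in place of 0.1, the difference of Elavl3 on the log2 scale between the differentiating and the T0 libraries was 1.24 and 3.22, and all 9 differentiating libraries lay above all T0 libraries.

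**Figure D2:**
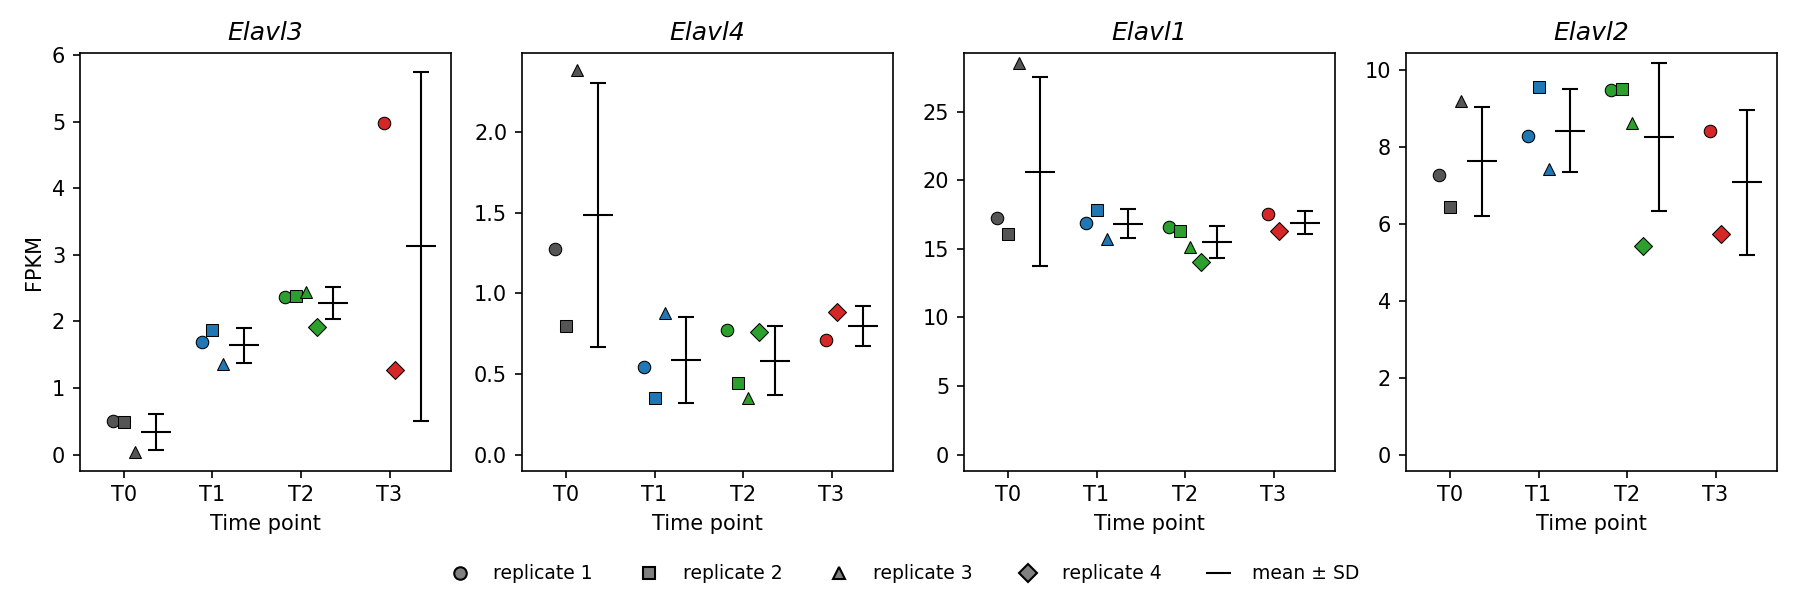
FPKM (vertical axis) of Elavl3, Elavl4, Elavl1 and Elavl2 in each of the 12 libraries by time point, on linear axes that differ between panels; symbols mark the replicate number and the bars give mean ± SD. For Elavl3, T0 replicate 3 is at 0.0335 FPKM and T3 replicate 1 at 4.98 FPKM.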

To obtain further evidences of a role of Elavl3 in the lengthening process and in order to overcome the limitations of seeking binding sites with *in silico* approaches, we used a collection of Elavl3 binding sites experimentally determined via HITS-CLIP methods in the mouse brain (Ince-Dunn et al., 2012). We detected a significant overlap (Fisher test *p* = 0.0012, 40 out of 47 common lengthened genes overlap an Elavl3 binding site) between Elavl3 targeted transcripts and our list of lengthened genes. This enrichment and the differential expression results suggest that increased Elavl3 expression is a good candidate mechanism to explain 3′UTR lengthening in differentiating inhibitory neurons.

### Silencing of *Elavl3* Affects PolyA+ Site Usage and Reduces the Efficiency of Differentiation

Having observed consistent increase in *Elavl3* mRNA, and considering its known functions, we decided to investigate whether Elavl3 may participate in the mechanism leading to a choice of poly-A site during inhibitory neuron differentiation. To address this possibility, we applied Accell siRNA oligonucleotide targeting Elavl3 (see “Material and Methods” section and Supplementary Table S1A) to differentiating ANS cells. We first verified that treatment with this reagent caused a depletion of the endogenous *Elavl3* mRNA and protein, by Real-Time qPCR and Western blot analyses, respectively (Figures 4A,B). Next, we determined the relative abundance of the longer vs. the common variants of a number of selected mRNAs, comparing siRNA-treated vs. control-treated ANS cells, maintained in differentiation conditions. For this analysis, RT-PCR was used according to previous publications. The following transcripts were chosen: *Pes1*, *Hnrnpa0*, *Gng2* and *Tex2*. In three out of four of these (*Pes1*, *Hnrnpa0* and *Gng2*) we detected a clear shift of the relative abundance, towards the usage of the proximal polyA+ site at the expenses of the distal site in cells depleted of Elavl3, as compared to control-treated ANS cells (Figure 4C). This result indicates that Elavl3 participates in the polyA+ site selection during neuronal differentiation.

**Figure 4:**
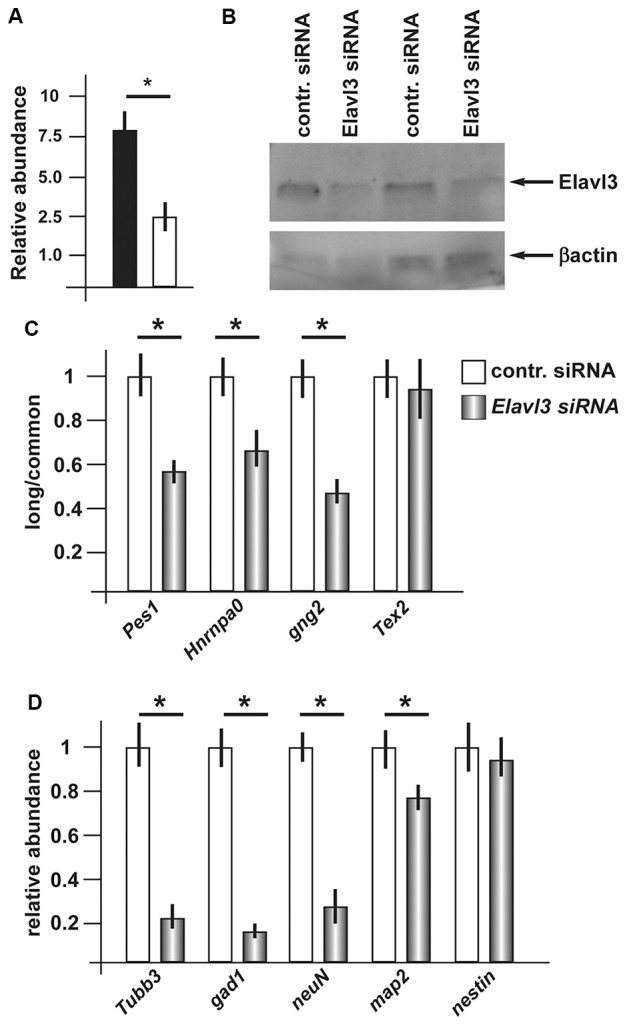
Effect of depletion of Elavl3 in differentiating ANS cells. **(A)** RealTime qPCR analysis to detect the abundance of *Elavl3* mRNA in ANS cells treated with the control (black) or anti-Elavl3 (white) siRNA. **(B)** Western blot analysis of ANS cells treated with the control siRNA or with the anti-Elavl3 siRNA, to confirm the downmodulation of Elavl3 protein (top). Staining with anti-actin on the same blot is used as loading control (bottom). **(C)** Real Time qPCR analysis to detect the relative abundance of the longer vs. the common variants of *Pes1*, *Hnrnpa0*, *Gng2* and *Tex2* mRNAs, comparing siRNA-treated vs. control-treated ANS cells, maintained in differentiation conditions. **(D)** Real-Time qPCR analysis to detect the mRNA abundance of the differentiation genes *GAD1, Tubβ3, NeuN* and *Map2* in ANS cells treated with the control (black bars) or anti-*Elavl3* (open bars) siRNA. *p < 0.05.

Next, we examined the effect of silencing of *Elavl3* on the efficiency of ANS cell differentiation. As above, endogenous *Elavl3* was depleted by treating differentiating ANS cells with siRNA Accel, followed by measurement of the abundance of four known differentiation markers including *GAD1, Tubβ3, NeuN* and *Map2*, by Real-Time qPCR. While *Tubβ3, NeuN* and *Map2* code for pan-neuronal differentiation genes, *GAD1* codes for the GABA-synthesizing enzyme GAD67, specific of inhibitory neurons. In addition, the expression of the neural progenitor cell marker *nestin* was determined, as further control. As compared to control-treated ANS cells, Elavl3-depleted cells showed a significant reduction in the expression of *Tubβ3* and *Gad1* mRNAs, while the global expression of *nestin* remained unchanged (Figure 4D). These results indicate that upon downmodulation of Elavl3, ANS cells undergo inefficient or delayed differentiation, while the progenitor properties are not affected.

## Discussion

The transcriptome and its dynamic changes have turned out to be extremely complex. Such complexity has the reasonable significance of increasing the information-content of RNA coding sequences, of fine-tuning RNA translation and stability in specific sub-cellular compartments, and engaging in RNA:RNA networks cross-regulating each other (Loya et al., 2010). These features are well adapted to participate in “defining” the extreme variability and complexity of neuronal morphology, connectivity and activity.

We have examined the transcriptome of a cellular model of basal forebrain neural progenitors induced to differentiate towards the GABAergic fate. We found a clear shift in the usage of distal polyadenylation sites in differentiating cells compared to proliferating ones for a significant number of genes. This general result is in agreement with previous reports showing a preferential usage of distal sites in differentiated cells during embryonic development (Ji Z. et al., 2009). A shift from short to longer 3′UTR isoforms have been observed during neural cell types differentiation, such as cerebellar granule cells (Jereb et al., 2018). However, to our knowledge, the progenitors of the inhibitory neurons have not been studied and this is the first report in which APA and a role of Elavl3 is documented in differentiating mammalian inhibitory neurons.

We examined the function of all classes of those mRNA showing APA, using GO analyses. We failed to observe specific enrichments in functional classes that were previously and directly implicated in neuronal differentiation. Instead, we observed that the major biological processes in which these genes are significantly enriched were “RNA processing” and various “housekeeping” functions. This finding is in line with a previous study in which the authors showed that genes that are ubiquitously transcribed in all body tissues tend to harbor more than one polyadenylation site, while genes that harbor only one polyadenylation site are expressed in a clear tissue-specific manner (Lianoglou et al., 2013; Mayr, 2016). Hence, widely expressed genes may use elements located in their alternative 3′UTRs to achieve tissue-specific expression or function (Lianoglou et al., 2013; Berkovits and Mayr, 2015), while tissue specificity might be more dependent on cis-acting promoter elements and regulation of gene transcription at promoter level.

Although no significant functional enrichments for the shorter vs. longer 3′UTRs was detected, nonetheless two (of five) genes of the GO term “neurexin family protein binding,” *Nlgn1* and *Cask* were differentially polyadenylated with an elongated 3′UTR. Neurexins are presynaptic cell adhesion molecules implicated in various neuronal processes, including the differentiation, maturation, stabilization, and plasticity of both inhibitory and excitatory synapses (Bang and Owczarek, 2013). Recent data further indicate that neurexins are implicated in the differentiation of inhibitory synapses (Pettem et al., 2013; Tanabe et al., 2017), thus supporting a functional link between the alternative polyA+ site usage and neuronal differentiation.

The functional significance of APA at the transcriptome level remains speculative. Longer 3′UTR variants of coding (or non-coding) transcripts include sequences not present in the shorter variant. Hence, longer variants could represent gain-of-function variants that engage in miR-based regulations that do not influence the shorter variant. We have searched for miR target sequences significantly enriched in the extra sequence present in the lengthened 3′UTRs of transcripts showing APA, and we detected miR-216, miR-15, miR-329, miR-19, miR-146 e miR-539. Thus we may hypothesize that the use of distant polyA+ site would potentially place the longer transcripts under a negative control by these miRs, or conversely, that the shorter variants may escape regulation by these miR in proliferating ANS cells. We have examined the profile of expressed miR in differentiating vs. proliferating ANS cells: while none of the miR indicated above were up- or downregulated, miR-15 and miR-19b were found to be stable and highly expressed in these cells (data not shown) and therefore may represent putative new regulators of differentiation-related elongated 3′UTRs. This possibility will be explored in future works.

Another possible role of global lengthening of the 3′UTR could be in the ceRNA network regulation. Indeed, it has recently been reported that global shortening due to APA represses tumor suppressor genes via a ceRNA-based mechanisms (Park et al., 2018). Lengthening of the 3′UTR, by contrast, should derepress tumor suppression activities.

At the molecular level, the full mechanism controlling the choice of the polyA+ site has been clarified only in part, and certainly involves a protein complex which includes members of the Elavl and CP families (Yang et al., 2011; Hilgers et al., 2012; Martin et al., 2012; Schönemann et al., 2014; Oktaba et al., 2015; Zhu et al., 2018). Elav in *Drosophila*, and Elav-like proteins in vertebrates (Elavl1-4, also known as Hu autoantigens associated with a multi-systemic neurological disorder named paraneoplastic encephalomyelopathy) have been shown to play a key role in APA and to be required for neural commitment. In *Drosophila* Elav is detected in the nuclei of early embryonic neurons and the absence of Elav in *Drosophila* causes embryonic lethality and failure of eye formation, via altered RNA processing (Colombrita et al., 2013; Zaharieva et al., 2015). In the mammalian neocortex, Elavl1 determines the temporal pattern of translation and polysome assembly (Kraushar et al., 2014). Here we show that in a model of (mammalian) neural progenitors the depletion of Elavl3 causes a shift in favor of proximal APA usage of some selected transcripts and delayed neuronal differentiation. Importantly, when Elavl3 was depleted we observed the downregulation of neural markers (*Gad1* and *TubβIII*), suggesting delayed GABAergic differentiation.

In addition to APA regulation, *Drosophila* Elav interacts with paused RNAPol-II at promoter regions (Hilgers, 2015; Oktaba et al., 2015). It has long been known that mRNA maturation is a co-transcriptional event, however only recently a molecular link between the promoter status (paused Pol-II) and polyA+ site usage has been unravelled. Indeed, Elavl proteins link these two processes, thus Elavl proteins are not simply RBP and RNA-modifying proteins but, in addition, may couple transcription at the promoter level with specific variants of the mature RNA. Due to the high conservation of *Elav*-related genes and proteins, it is possible to speculate that the mechanism identified in *Drosophila* could be true also in mammalian cells, but no clear evidence of this is currently available.

Unlike *Drosophila* Elav, mammalian Elavl1-4 are shuttle proteins that are detected both in the cytoplasm and in the nucleus (Colombrita et al., 2013). This may indicate that Elavl proteins play more complex functions, in addition to APA regulation: 3′UTR-bound Elavl3 protein could act as scaffold to recruit a protein complex containing another protein of the same class, such as Elavl1/HuR (Kraushar et al., 2014). During translation the scaffold function of 3′UTRs facilitates binding of proteins to nascent proteins to direct their transport or function and this role can be regulated by APA.

The function of Elavl3 has been examined *in vivo* by the generation and phenotype analysis of *Elavl3* KO mice. These animals show neurological defects and specifically altered control of the glutamatergic system and altered neuronal excitability (Ince-Dunn et al., 2012). The authors also describe a reduction of glutamate neurotransmitter, which accompanies an increased propensity to undergo epileptic seizures. These observations are suggestive of an impairment in GABAergic circuits. The same mice have be recently re-examined for fine neuronal phenotypes. Elavl3 is essential for the maintenance of Purkinje neuron axons and regulates polarity of Purkinje neurons through the alternative splicing an embryo-specific exon in Ankyrin G (Ogawa et al., 2018), via a yet unknown mechanism. The participation of *Drosophila* Elav and related RBPs in splicing regulation, in addition to the control of APA, has been previously shown (Zaharieva et al., 2015).

We have shown that *Elavl3* mRNA expression is significantly increased during GABAergic differentiation of ANS cells, and we have shown that this process is delayed by *Elavl3* downregulation. Together these finding suggest that Elavl3 is a key player in GABAergic interneurons. Interestingly Pollen et al., 2015 analyzed gene expression across single cells during human cortical neurogenesis and early neuronal differentiation. They showed that *Elavl4* mRNA is specifically upregulated, together with *NeuroD2* and *-6* genes, at the passage between intermediate progenitors and early differentiating neurons in human cortex. The biological significance of this increase is unknown, and especially the association of this with APA cannot be assessed, as the single cell profiling data does not easily consent the examination of 3′UTR of transcripts. Given the strong homology between Elavl3 and -4, we can speculate that Elavl3 and -4 may play similar functions in inhibitory and excitatory neurons, respectively, during cortical development, or that alternatively mice and human use Elavl3 and -4 for the same function.

Variations in sequences at the 3′UTR of transcribed RNAs are relevant for neurodevelopmental disorders. A specific and direct involvement of Elavl1 (i.e., HuR antigen) has been shown in cases of Fragile X Syndrome, in which mutations in the 3′UTR of *FMR1* abrogate a Elavl1/HuR binding site (Collins et al., 2010; Suhl et al., 2015). In addition to this, several 3′UTR variants have been associated to neurological and cognitive disorders, including Rett syndrome, schizophrenia and autism spectrum disorders, via mechanisms of altered RNA stability and/or altered miRNA repression (Wanke et al., 2018). Considering that sequences in the 3′UTRs are relevant for synaptic plasticity, neuronal activity and neocortical layering (Aksoy-Aksel et al., 2014; Kraushar et al., 2014; Pilaz and Silver, 2015; Sun and Shi, 2015), variations within the 3′UTRs should have functional consequences for protein expression or localization. These variants, being subtle, are more likely to contribute to neurodevelopmental disorders in a polygenic, low risk, fashion.

Finally, a recent cohort analysis of the human genome shows that mutations and SNPs in RBPs are associated with various neurological disorders (Yano et al., 2015). Misregulation, mutations or sequestration into nuclear or cytoplasmic inclusions of RBPs have been linked to fragile-X syndrome, autism spectrum disorders, spinal muscular atrophy, amyotrophic lateral sclerosis and frontotemporal dementia. In particular, Elav proteins are associated with Paraneoplastic Encephalomyelopathy/Paraneoplastic Sensory Neuropathy and Parkinson’s disease (Ravanidis et al., 2018). Elavl2 (SNP ID, rs10491817) is associated with schizophrenia, particularly in Asian populations (Yamada et al., 2011). Newly emerged technologies, able to assess transcriptome-wide RBP-protein interactions *in vivo*, combined with classical genetics methods, may provide new insight into Elavl proteins, not only with respect to their neurodevelopmental functions, but also their roles in diseases.

In conclusion, with this study we highlight the profound changes in 3′UTR length in early steps of differentiation of basal-type neural progenitors, committed to GABAergic differentiation. We found evidence that Elavl3 protein plays a prominent role in this process and participates to determine the efficiency of GABAergic terminal differentiation. Alternative usage of polyA+ sites suggests that yet another regulation takes place at the cotranscriptional level, which contributes to transcriptome complexity and neuronal specification.

## Ethics Statement

This study was carried out in accordance with the recommendations of the the Internal Ethical Committee of the School of Medicine. The protocol was approved by the Italian Ministry of Health—General Authority of Animal Health and Veterinarian Medicine (authorization number 51/2018-PR).

## Author Contributions

EG, RS, PP, FDC and GM conceived and designed the experiments. EG, RS and AU performed the experiments. EG, RS, AU, SO, FN, PP, FDC, UA and GM analyzed the data. EG, AG, SO, FN, LC, UA and PP contributed reagents, materials and analysis tools. EG, RS, AU, FDC and GM wrote the article.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ANS: Adherent Neural Stem
APA: Alternative polyadenylation
DEG: Differentially Expressed Gene
GAD: Glutamic Acid Decarboxylase
3′UTR: 3′Untranslated Region
RBP: RNA binding protein
miR: microRNA.

# Supplementary material for: Choice of Alternative Polyadenylation Sites, Mediated by the RNA-Binding Protein Elavl3, Plays a Role in Differentiation of Inhibitory Neuronal Progenitors
**Source:** Front Cell Neurosci. 2019 Jan 10;12:518. doi: 10.3389/fncel.2018.00518
**Supplement:** Supplementary file 1

**Supplementary Table 1A. Sequences of the Accel siRNA oligonucleotides to target Elavl3**

Target sequence Mol. Wt. (g/mol)

5’ GCAAGUUGGUUCGGGAUAA 13545,9
5’ GGAGGGAACAGGUUUAAAA 13473,9
5’ CGUCUUGGUUUGGUUCAUG 13605,4

5’ GCACAAGGCCUGAGCAUUU 13566,6

**Supplementary Table 1B. Sequence of oligonucleotides used for RealTime qPCR**

*Hnrnpa0 Pre* F 5’ AGAAAACGCTGTAGCCAGGT

R 5’ CGGGAGTGAACTTGCTGAT

*Hnrnpa0 post* F 5’ CAAAGAGATGGATGCACAGG

R 5’ TCCTGTTTGCCCAGTTAGTG

*Gng2 Pre* F 5’ CTTAAAGGATGGCGCAGAAG

R 5’ ACAAGCCAGGAAGCTGGTAG

*Gng2 Post* F 5’ AAAGATGCGCACATCACATT

R 5’ ATTCCCCTGTCTCTGACTCG

*Pes1 Pre* F 5’ CTTTCGGCCTTGGAGCAG

R 5’ CTCACAGCATCATCATGGGC

*Pes1 Post* F 5’ TAGGACTCCCGAGTTCAAGG

R 5’ CTGAGCTGAAACAGGAACCA

*Tex2 Pre* F 5’ TCAAGAGGCAGGAAGTGGAG

R 5’ CTGAAAGCTCGGCCAAAACT

*Tex2 Post* F 5’ TGCAGAGAAAGACCAATGAAC

R 5’ TTTGACCATTCCAGTCAGTG

*Lrrc40 Pre* F 5’ATCAGGTTGGCTCTGTGGAC

R 5’GGTACTCAGGCAGGGATTCG

*Lrrc40 Post* F 5’CCCGGGTACTGCACTTATGG

R 5’TGCCCTCAGTAATTTGTGGGA

*Sh3glb1 Pre* F 5’CAGGAAGGCTAGGGTCCTCT

R 5’TGGGTAACCTCTCGTGGTCT

*Sh3glb1 Post* F 5’TGCAGAACACTGGGGACAAA

R 5’AGACAGACTGCATCCACTGC

*Fam49b Pre* F 5’GTGTAGAAGGTCTTCTCAATGCTC

R 5’AGTGGGAAGAGGAACAGAGGA

*Fam49b Post* F 5’AGCCCAAGGCAAAGAAATGTG

R 5’GAGTAAGCAGGAGGCCAGAG

*Cask Pre* F 5’GGACTGCAGAGTTTGCTCCT

R 5’GCTCGACAGCTTCTTCCAGA

*Cask Post* F 5’AATGTTGGAAAGCCAGAGTGC

R 5’TAAGCTGAGGGACACATTCCTTT

*Znfr1 Pre* F 5’CTTCAGGGGGACACGATAGC

R 5’TTTGAGAGGAGTCGGCAAGC

*Znrf1 Post* F 5’GAGGAAGATGAAGAGCCCATCG

R 5’CACAGGGGCCTTGGAAAAATG

*Rpl22 Pre* F 5’GAATGGGAAAGCTGGCAACC

R 5’ACTCTCTTTGCTGTTGGCGA

*Rpl22 Post* F 5’ATGCAATGCTAAAGGGCTCG

R 5’GGGCAGAGGAGAAAGACAGT

*Elavl3* F 5’ AATGGCCTCAAACTGCAGAC

R 5’ GGGAGGCCACTGACATACAG

*Tubb3* F 5’ GAACCTGGAACCATGGACAG

R 5’ GTTGTTGCCAGCACCACTCT

*Gad1* F 5’ CCGTTCTTAGCTGGAAGCAG

R 5’ CCGTTCTTAGCTGGAAGCAG

*Map2* F 5 CAAAGAGATGGATGCACAGG

R 5’ TCCTGTTTGCCCAGTTAGTG

*NeuN* F 5’ GGGAACCTGTCCGAGGAGT

R 5’ TTTATTCAGCCAATTTTCCC

**Supplementary Table 1C. Sequence of oligonucleotides for the generation of FISH probes**

Sequence Amplicon/probe size

***Pes1* common**

F 5’ CTCCCGAGTTCAAGGAAGGT 629 bp

R 5’GTGGAAATGCGAGCCA

***Pes1* long**

F 5’GACCCAGGACACTTGGAAGA 692 bp

R 5’AAAAGCTCACCACCCTCACT

***Gng2*common**

F 5’CAAGTCAGATCTGCCAGGGA 500 bp

R 5’GTCTGCAGGGTCAGATCTCT

***Gng2* long**

F 5’ACACACACCACACAATTCCG 553 bp

R 5’AGCTAAAGAGGGCCATGGTT

# Supplementary material for: Choice of Alternative Polyadenylation Sites, Mediated by the RNA-Binding Protein Elavl3, Plays a Role in Differentiation of Inhibitory Neuronal Progenitors
**Source:** Front Cell Neurosci. 2019 Jan 10;12:518. doi: 10.3389/fncel.2018.00518
**Supplement:** Supplementary file 2

**Supplementary Table 2**.

Summary of the culture conditions of ANS and the samples used for RNA seq.

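The table lists the cultures behind the RNAseq data. The time points are counted from a change of medium, so T1 is 2 days after the change to medium D1, and T2 and T3 are 2 and 10 days after the later change to medium B. The 12 libraries analysed here match its numbers of replicates, 3, 3, 4 and 2. The methods give 3 days in medium D1 and 3 days in medium B for the differentiation protocol, which differ from the days of the table. The entries on cell status describe the cultures, and the markers of proliferation and of GABAergic neurons in the RNAseq libraries are given beside the corresponding results.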

| **Time point** | **Culture Conditions** | **Cell Status** | **N. biological replicates** |
| --- | --- | --- | --- |
| T0 | ANS cells in complete growth medium | Full proliferation | 3 |
| T1 | ANS cells 2 days after change in medium D1 | Reduced cell proliferation | 3 |
| T2 | ANS cells 2 days after change in medium B | Cell cycle arrest and early differentiation | 4 |
| T3 | ANS cells 10 days after change in medium B | Overt GAD+ differentiation | 2 |

# Supplementary material for: Choice of Alternative Polyadenylation Sites, Mediated by the RNA-Binding Protein Elavl3, Plays a Role in Differentiation of Inhibitory Neuronal Progenitors
**Source:** Front Cell Neurosci. 2019 Jan 10;12:518. doi: 10.3389/fncel.2018.00518
**Supplement:** Supplementary file 3

**Supplementary Table 3A. Genes with elongated 3’UTR in differentiated ANS cells**

| **entrez id** | **gene name** |
| --- | --- |
| 269261 | Rpl12 |
| 192167 | Nlgn1 |
| 14702 | Gng2 |
| 70911 | Phyhipl |
| 432530 | Adcy1 |
| 26420 | Mapk9 |
| 223601 | Fam49b |
| 19934 | Rpl22 |
| 64934 | Pes1 |
| 73699 | Ppp2r1b |
| 66970 | Ssbp2 |
| 77134 | Hnrnpa0 |
| 22017 | Tpmt |
| 378702 | Serf2 |
| 26936 | Mprip |
| 67144 | Lrrc40 |
| 54673 | Sh3glb1 |
| 65112 | Pmepa1 |
| 75608 | Chmp4b |
| 19335 | Rab23 |
| 170737 | Znrf1 |
| 18117 | Emc8 |
| 14852 | Gspt1 |
| 17920 | Myo6 |
| 267019 | Rps15a |
| 67443 | Map1lc3b |
| 53379 | Hnrnpa2b1 |
| 12361 | Cask |
| 69367 | Glrx2 |
| 26374 | Rfwd2 |
| 68051 | Nutf2 |
| 230908 | Tardbp |
| 140740 | Sec63 |
| 56491 | Vapb |
| 22032 | Traf4 |
| 20318 | Sdf4 |
| 51810 | Hnrnpu |
| 217057 | Ptrh2 |
| 20024 | Sub1 |
| 14688 | Gnb1 |
| 66467 | Gtf2h5 |
| 26413 | Mapk1 |
| 66870 | Serbp1 |
| 13207 | Ddx5 |
| 68196 | Hsbp1 |
| 56438 | Rbx1 |
| 12313 | Calm1 |

**Supplementary Table 3B. Genes with shortened 3’UTR in differentiated ANS cells**

| **entrez id** | **gene name** |
| --- | --- |
| 22121 | Rpl13a |
| 73710 | Tubb2b |
| 22146 | Tuba1c |
| 12609 | Cebpd |
| 21763 | Tex2 |

# Supplementary material for: Choice of Alternative Polyadenylation Sites, Mediated by the RNA-Binding Protein Elavl3, Plays a Role in Differentiation of Inhibitory Neuronal Progenitors
**Source:** Front Cell Neurosci. 2019 Jan 10;12:518. doi: 10.3389/fncel.2018.00518
**Supplement:** Supplementary file 4

**Supplementary Table 4. Top enriched gene ontology categories in transcripts showing APA**

| GO:0031281 | positive regulation of cyclase activity | biological_process |
| --- | --- | --- |
| GO:0045761 | regulation of adenylate cyclase activity | biological_process |
| GO:0004707 | MAP kinase activity | molecular_function |
| GO:0051258 | protein polymerization | biological_process |
| GO:0019058 | viral infectious cycle | biological_process |
| GO:0031279 | regulation of cyclase activity | biological_process |
| GO:0051349 | positive regulation of lyase activity | biological_process |
| GO:0031996 | thioesterase binding | molecular_function |
| GO:0036002 | pre-mRNA binding | molecular_function |
| GO:0003924 | GTPase activity | molecular_function |
| GO:0003697 | single-stranded DNA binding | molecular_function |
| GO:0050699 | WW domain binding | molecular_function |
| GO:0030529 | ribonucleoprotein complex | cellular_component |
| GO:0051339 | regulation of lyase activity | biological_process |

How the deposited data were processed for this re-analysis (not part of the article)

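RNAseq data of mouse ANS cells were analysed, with 3 libraries of proliferating cells (T0), 3 at T1, 4 at T2 and 2 at T3. Samples were mapped to time points from the labels, Supplementary Table S2 and the methods. For T2 the text gives 3 replicas and Supplementary Table S2 gives 4. All 4 were used. For T3 the text gives 10 additional days after T2, and Supplementary Table S2 and the labels 10 days after the change to medium B. The methods, which describe the protocol in general, give 3 days in medium D1 and 3 days in medium B. The replicate numbers are 1, 2 and 3 at T0 and T1, 1 to 4 at T2, and 1 and 4 at T3.

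The authors extracted total RNA, made libraries with the TruSeq RNA kit, sequenced them on an Illumina HiScanSQ and aligned the reads to the mouse genome mm9 with TopHat. They deposited, for every library, a count per gene that was not normalized, over 22609 genes and 5 entries that name no gene. The counting tool, its strand setting and the read length are not named in the paper's text. The names of the 5 entries are those that htseq-count writes. These entries were left out of library sizes and tests. Reads on no gene were 13.3% to 24.1% of the uniquely aligned reads (median 19.7%), ambiguous reads 0.681% to 0.903%, and alignments that were not unique 26% to 39% of all entries. Reads from close paralogs are among those not counted, so the levels of such genes are uncertain. The authors also deposited a table of FPKM values per gene and library, with gene positions, over 34993 gene identifiers. The tool behind these FPKM values is not named in the paper's text. Of its gene names, 21634 are also in the count tables. The columns were matched to the samples by name, and 0 columns belonged to other samples. The names for T3 replicate 4 also hold a 2, which the labels do not explain. No T3 sample is numbered 2, and the number 4 of the label was used. The paper used DESeq2 on its counts and roar on the alignments. The alignments were not used here, so changes of 3′UTR length, and the qPCR, FISH and siRNA measurements, were not analysed here.

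Positions on mm9 were compared between the FPKM table and the GENCODE vM1 annotation of NCBIM37, and 33295 of 33296 genes named once in both overlapped. The siRNA targets and primers printed in the paper were matched to NCBIM37 and to the transcripts of that annotation.

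Between 8910724 and 16631614 reads per library were counted on genes, with a median of 12601169. A gene with at most 3 counts in every library of a group was treated as being at the floor, and a fold against such a group is given as a lower bound, computed against 3 counts in each of its libraries. Medians of gene lists with such genes set to their bound were the same as the medians given.

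Each of T1, T2 and T3 was compared with T0 on the libraries of the 2 groups only, since Figures 1A and 3B of the paper show a wider spread between the T3 samples, which a fit of all libraries would lend to every group. Counts were normalized by the trimmed mean of M-values (TMM), with factors from 0.932 in T0 replicate 3 to 1.04 in T3 replicate 4, low genes were removed with the function filterByExpr, and the quasi-likelihood test of edgeR 4.0.16 was run in R 4.3.3 with a threshold of 0.05 on the p-value adjusted by the method of Benjamini and Hochberg. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The median log2 fold change of all genes tested was -0.0082 at T1, 0.0023 at T2 and -0.015 at T3. Where the paper says that a gene was downregulated in T0 vs. T1, T2 and T3, this was taken as lower in the differentiating cells.

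The fits were tested on simulated counts in which 200 genes were changed, 100 of them at each of 2 sizes. At a log2 fold change of 2, edgeR recovered 93% of 100 genes at the T1 design (12259 genes in the test), 92% at T2 (12473) and 75% at T3 (12540). At a log2 fold change of 1 it recovered 43%, 61% and 9%, and 2.86%, 3.17% and 4.55% of its calls were on unchanged genes. DESeq2 recovered 96%, 96% and 85% at a log2 fold change of 2 and 70%, 71% and 41% at 1, with 18.6%, 15.7% and 22.2% of its calls on unchanged genes (12364, 12607 and 12721 genes). The simulated genes were independent of each other, with the spread that edgeR fitted. In each comparison of the data more genes were called than the 200 changed here, which moves both the cutoff and the share of false calls. These percentages therefore do not give those of the calls on the data.

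Genes named in the text follow a rule set before the data were examined: every gene on the lists below, in each comparison the 3 largest falls and the 3 largest rises among genes past the threshold with a mean log2 CPM of at least 1 and groups that do not overlap, and the 3 lower and 3 higher genes whose smallest change over the comparisons is largest. Names outside the rule, chosen after their values were seen, are those given with the comparison of T0 libraries (Vegfa, Plec) and the X copies Kdm5c and Ddx3x. A result that concerned 1 further gene was left out and is not reported here. The lists, also set before the data were examined, are of cell cycle genes (97), neuronal differentiation (82), neuronal and GABAergic markers (12), progenitor markers (6), oligodendrocytes (30), astrocytes (20), microglia (12), fibroblasts and vessels (12), tubulins (12), polyadenylation factors (34, of which 33 were found, since 1 symbol on the list was misspelt), Cleavage Factor I (3), the Elavl family (4), sex-linked genes (5), and the genes of Supplementary Table S3A (47), Supplementary Table S3B (5) and Figure 1E (10). Of the neuronal differentiation genes, 15 are also on another of these lists, and of the cell cycle genes 3. Lists were tested with camera (preset correlation 0.01), with fry and with camera at an estimated correlation, in limma 3.58.1, all two-sided. The share of a list among genes changed in all 3 comparisons was tested with a one-sided Fisher's exact test against the genes tested in all of them. Of the Reactome sets used as an alternative, 96% of the Cell Cycle identifiers and 97.8% of the Neuronal System identifiers were found. FPKM values were compared as log2(FPKM + 0.1) with a two-sided exact permutation test, which understates the change of low genes, and FPKM filters use a mean over 1.

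The alternatives set before the data were examined were DESeq2 1.42.0 (on the 2 groups and on all 12 libraries), its size factors (RLE) or library size alone in place of TMM, no filter on low counts or at least 10 counts in every library, one edgeR fit of all 12 libraries, the replicate number as a block, each library left out in turn, fry, the Reactome sets, pseudocounts of 1 and 0.01, and values from counts in place of FPKM. The samples with the same number were checked for pairing by the correlation of their deviations from the group means. All 3 such pairs of T1 and T2 had a correlation over 0.1 (0.28, 0.43 and 0.2 for numbers 1, 2 and 3), and the numbers were taken to pair these 2 groups and no others. The paper's text does not say what the numbers mark. Those chosen after the data were seen were the replicate block between T2 and T1, a DESeq2 fold change with a prior, a term for libraries numbered 1 and 2 against 3 and 4, libraries numbered 1 and 2 alone, and camera with an estimated correlation on the 2 lists tested among common genes. Because all comparisons share the T0 libraries, counts with no change were simulated 20 times for the values beside the correlations between comparisons. Trends with gene length and GC content were fitted with mgcv 1.9.3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.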

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

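Of the tests below, those of the source of the cell cycle pattern (T3 replicate 4 alone, and proliferating cells mixed into either T3 library), the replicate block between T2 and T1 and the count of other splits of these libraries were chosen only after the result was seen.

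In groups of 4 to 10 libraries, a library was singled out where its gap to the nearest other library, as a share of the group's whole range, exceeded the value that chance passes in 1 of 20 groups. Of 51 groups tested, 5 had such a library, where 2.55 would be expected by chance. Within T2 these were T2 replicate 4 for Myo5b (share 0.948) and for the counts on genes (0.892), and T2 replicate 3 for Nrxn3 (0.87) and Tubb3 (0.877). T2 replicate 4 had 16048942 counts and the other T2 libraries had fewer, down to 10118378. No test bears on these 4 beyond the number that chance gives, and no biological explanation was tested.

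Among the 9 differentiating libraries, Elavl3 stood apart in T3 replicate 1, at 4.98 FPKM, with a gap of 0.687 of the range, and of 0.532 on the log2(FPKM + 0.1) scale. With the counts of all libraries thinned to 8910724, the gap in CPM was 0.673, against 0.68 before, which argues against library size as the cause. The other T3 library, replicate 4, was at 1.28 FPKM. With 2 libraries at T3, a difference between the cultures in how far they had differentiated stays open and was not tested.

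The differentiating time points were compared with each other in the same way as with T0. Between T2 and T1, 78 of 12382 genes differed (7 lower and 71 higher at T2, 1444 at an unadjusted p-value under 0.05). Between T3 and T2, 150 of 12599 genes differed (87 lower and 63 higher at T3, 2144 unadjusted), and between T3 and T1, 812 of 12499 (287 lower and 525 higher, 2795 unadjusted). Among the genes named in the text, Dcx (0.76), Ly6h (1.9), Nrxn3 (3.14), Shisa9 (1.46) and Tmem132b (2.78) were higher at T2 than at T1 on the log2 scale. Nrxn3 rose again from T2 to T3 (2.36). At T3 compared with T1, Ly6h (1.54), Mki67 (2.18), Nrxn3 (5.5) and Tmem132b (3.16) were higher and Camk2a was lower (-1.35). All 11 had an edgeR adjusted p-value under 0.05, from 0.0032 for Tmem132b at T2 against T1 to 0.046 for Nrxn3 at T3 against T2. The libraries of T1 and T2 with the same number deviated together. With the number as a block, 246 genes differed between T2 and T1 (59 lower and 187 higher, 2453 unadjusted), 72 of the 78 among them and in the same direction, and Gad1 (0.51, adjusted p = 0.032) and Tubb2b (-0.34, adjusted p = 0.045) came past the threshold while Shisa9 (1.46, adjusted p = 0.051) did not stay past it. Without the block, 2 of the 35 splits of the 7 libraries gave as many genes as the real one, and the other gave 1.69 times as many, so that a grouping by chance is not excluded as the source of the 78 genes. That split sets T1 replicates 1 and 2 and T2 replicate 2 against the rest and parts 1 of the 3 pairs. The split of numbers 1 and 2 against 3 and 4 gave 55 genes and parts none. The real split parts all 3 pairs, and in the 7 others that do, 0 genes differed. With the block, T2 replicate 4 has no partner and adds nothing, which leaves 4 different comparisons, of which 1, the real one, gave as many, with at most 0 genes in the others, and 4 cannot give a share under 0.05. The time in culture, which the design varies, stays open. In a fit of the 9 differentiating libraries with a term for replicate numbers, 2231 genes differed between T3 and T1, and 3218 did once each library's trend with gene length and GC content was an offset, so that this trend does not account for the number.

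Of 42 comparisons of gene lists between differentiating time points with the rotation test fry, 3 had an unadjusted p-value under 0.05, and after adjustment over the 42 all 3 stood at 0.5, so none holds up under fry against the number of comparisons. These were the neuronal and GABAergic markers at T2 against T1, whose median log2 change was -0.051 with 3 of 7 genes higher, and the cell cycle list at T3 against T2 (median 1.33, 96 of 97 genes higher) and at T3 against T1 (median 1.7, 94 of 97 genes higher). Camera with its preset correlation of 0.01 called 5 of the 42 after adjustment, the cell cycle list at T3 against T2 (adjusted p = 1.8e-50), T3 against T1 (2e-43) and T2 against T1 (1.9e-06), and the neuronal differentiation list (1.3e-05) and the astrocyte list (0.04) at T2 against T1. With an estimated correlation, camera called 0, with 0 at an unadjusted p-value under 0.05 and p = 0.069 and 0.11 for the cell cycle list at T3 against T2 and T1. With the replicate block between T2 and T1, fry and camera with an estimated correlation again called 0 of the 42 (5 and 0 unadjusted), and camera with the preset correlation called the markers (adjusted p = 0.0048) and no longer the astrocyte list (0.16). For the markers, genes went both ways, and the median decides nothing.

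On the cell cycle list, T3 replicates 1 and 4 stood at -0.036 and 0.91, above every T1 and T2 library. This held among the libraries numbered 1 and 2, where the T2 libraries were at -0.45 and -0.49, and among those numbered 3 and 4, where they were at -1.23 and -0.91. After thinning all libraries to 8910724 counts, the difference between T3 and T2 was 1.18, with an SD of 0.336 between the T2 libraries, which argues against library size. In T3 replicate 1, 84 of 97 genes were higher than in all 4 T2 libraries. Genes of the cell cycle move together, so that this is close to 1 observation, and whether T3 replicate 4 is the only source cannot be told apart from a rise in both libraries. Cells that kept proliferating would bring all the transcripts of T0 into a T3 library. Read as a mixture of T0 and T2, T3 replicate 4 held a T0 share of 0.361 from 333 genes higher at T0 and of 0.394 from 297 genes lower at T0, a difference of -0.033. For this library, proliferating cells among the differentiating ones are thus a candidate explanation. In T3 replicate 1 the shares were 0.097 and -0.28, a difference of 0.376. The reading as a mixture takes the other cells to be as at T2, and cells past T2 would also part the shares, so that proliferating cells in this library are not excluded. A change of state of the cells with 10 days in medium B stays open for both T3 libraries and was not tested.

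The paper does not discuss sex-linked genes. Of the genes on the Y chromosome, Eif2s3y (346986 to 365290, mm9) had 809 to 2012 counts and Uty (433304 to 582202) 388 to 945 counts in the 12 libraries, whereas Kdm5d (234231 to 280254) had 0 in every library and Ddx3y (597158 to 623056) at most 2. Stretches of 50 bases were compared between transcripts. At most 0.188% of those of Eif2s3y and Uty were in the transcripts of their X copies, which argues against reads of the X copies as the source. At least 99.96% of the stretches of Kdm5d and Ddx3y were in no other gene's coding transcripts, and at least 81.01% lay at 1 place of the genome (NCBIM37), which argues against reads lost as not unique, although the authors' index could hold other sequences. The X copies Kdm5c and Ddx3x were at 147.9 CPM or more in every library. A loss or silencing of Kdm5d and Ddx3y in this cell line, and the gene models used in the authors' counting, stay open, and no biological explanation was tested.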

How the results depend on the processing

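The DESeq2 fold change with a prior, the term for libraries numbered 1 and 2 against 3 and 4, the fits of libraries numbered 1 and 2 alone, the replicate block between T2 and T1 and, for the lists tested among common genes, camera with an estimated correlation were chosen only after the results were seen. The 28 summary results of the comparisons and lists had 429 values under the alternatives set before the data were examined, of which 320 kept their direction and their side of the threshold, or their size within 1.5 times. Of the other values, 25 were no longer past the threshold, 15 came past it and 69 moved in size. The alternatives chosen after added 72 values for 27 results, the numbers of genes between T2 and T1 among them, with 42 the same, 6 no longer past the threshold, 6 newly past it and 18 moved. For 88 gene changes named in the text there were 1273 values under the first and for 95 there were 243 under the second, of which 10 and 5 were reversed, 50 and 2 were no longer past the threshold, 51 and 25 came past it and 3 and 2 moved. Elavl3 has no value with at least 10 counts required in every library, since T0 replicate 3 has 3 counts. Where a cause is not named, the cause was not tested.

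The numbers of genes at T3 and in all comparisons moved most, and T1 and T2 least. Against 179 lower and 421 higher genes at T3 and 172 and 310 in all comparisons, no filter on low counts gave 454, 711, 419 and 534, and at least 10 counts in every library, which leaves fewer genes to test, gave 93, 164, 89 and 147. One edgeR fit of the 12 libraries gave 1865, 2000, 1545 and 1529. DESeq2 gave 945, 1086, 856 and 831 on the 2 groups and 2112, 2232, 1721 and 1640 on all 12 libraries. With a prior it gave 934, 1077, 847 and 830, and the term for replicate numbers gave 2142, 2269, 1749 and 1666. Of the 600 genes called at T3, DESeq2 on the 2 groups called 599, in the same direction. With 1 library left out, the numbers ranged from 1 to 1067, 13 to 1250, 1 to 902 and 12 to 998, with the lowest values without T0 replicate 1 or 2 and the highest without T0 replicate 3. At T1, the numbers of 2078 lower and 1871 higher genes ranged from 940 to 3128 and from 810 to 3162 with 1 library left out, with the highest values without T0 replicate 3, and libraries numbered 1 and 2 alone gave 3729 and 3733. DESeq2 on all libraries gave 2829 higher genes at T1. At T2, the 2751 lower and 2704 higher genes ranged from 2086 to 3215 and from 2007 to 3391 with 1 library left out. Scaling by RLE or by library size alone moved none of these 8 counts by over 1.5 times.

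The replicate number was also fitted as a block. Of the 13 pairs of libraries with the same number, 6 had a correlation over 0.1 between their deviations from the group means (range -0.16 to 0.46), so the numbers are not taken to pair the cultures of T0 or T3 with the others. They do pair T1 with T2, where all 3 pairs were over 0.1. Between T2 and T1 the block gave 59 lower and 187 higher genes against 7 and 71, and of the genes named in the text Gad1 (0.51) and Tubb2b (-0.34) came past the threshold and Shisa9 (1.46) was no longer past it. Camera with the preset correlation then called the neuronal and GABAergic markers and no longer the astrocyte list. The block changed no other call among the named genes and lists between T2 and T1. With the block between T0 and T1 or T2, the numbers of genes at T2 were 1535 lower and 1622 higher. With the block in one fit of the 12 libraries there were 2943 higher genes at T1, 1466 lower and 1794 higher at T3, and 1206 and 1445 in all comparisons. In that fit Elavl3 was past the threshold at T1 (2.37) and T3 (3.45), 1 Cleavage Factor I gene was past it at T1, 5 markers were past it at T3, the oligodendrocyte list was not called at T1 (0.46), and the signs of Cpsf6 (0.042) and Elavl1 (0.019) at T3 were reversed. With the block at T2 alone, 0 Cleavage Factor I genes were past the threshold.

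Elavl3 was above T0 in every fit. At T1 its log2 fold change of 2.22 came past the threshold with no filter (2.21), in one edgeR fit of the 12 libraries (2.23), with DESeq2 on the 2 groups (2.22) and on the 12 libraries (2.22), with a prior (1.76), with the term for replicate numbers (2.49) and in libraries numbered 1 and 2 alone (1.81). With 1 library left out it ranged from 1.67 to 2.6 at T1, from 2.25 to 3.18 at T2 and from 2.17 to 3.9 at T3. The fit without T0 replicate 3 is the 1 of these that called it at T1. At T3 the value of 3.29 came past the threshold in one edgeR fit (3.28), with DESeq2 on the 2 groups (3.29) and on the 12 libraries (3.29), with a prior (2.05), with the term for replicate numbers (3.83) and without T0 replicate 3 (2.75). At T2 it was past the threshold in every fit. The difference on the log2(FPKM + 0.1) scale of 2.59 had the smallest p that its groupings allow under every pseudocount and from counts. This says little about stability, since every differentiating library lies above every T0 library on each scale. Elavl4 was below T0 in every fit. Its T1 value, -1.4, ranged from -1.67 to -0.86 with 1 library left out and was not past the threshold without T0 replicate 1 or any 1 T1 library. At T2 its value, -0.94, came past the threshold in one edgeR fit (-0.95), with DESeq2 on the 2 groups (-0.97) and on the 12 libraries (-0.96), with a prior (-0.89) and without T0 replicate 2 (-1.21), with a range from -1.21 to -0.41 over the fits without 1 library. At T3 it was past the threshold in none, and ranged from -1.29 to -0.51 with 1 library left out.

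Of the 3 Cleavage Factor I genes, 0 were past the threshold at T1 and T3, and 1 was in one edgeR fit of the 12 libraries, in DESeq2 on the 12 libraries and with the term for replicate numbers, and at T1 also in libraries numbered 1 and 2 alone. The 1 gene called at T2, Nudt21, gave 0 when scaled to library size alone, with no filter, in libraries numbered 1 and 2 alone, and in each of the 7 fits without 1 library. The 3 neuronal and GABAergic markers called at T3 were 5 in one edgeR fit, with DESeq2 on the 2 groups, on the 12 libraries and with a prior, and with the term for replicate numbers, and ranged from 0 (without T0 replicate 1 or 2) to 4 with 1 library left out.

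Of the genes lower in all comparisons, 6 were on the cell cycle list. This was 1 with at least 10 counts in every library (one-sided Fisher's exact test, p = 0.53), and 32 without T0 replicate 3. Without T0 replicate 1 or 2 it was 0, but with 1 and 2 common genes these fits cannot tell. No filter gave 44 of 419 common genes and one edgeR fit of the 12 libraries 85 of 1545. With the Reactome Cell Cycle set in place of the list, 20 of the 172 genes were in the set (one-sided Fisher's exact test, p = 3.3e-06). The cell cycle list itself was no longer called at T3 (-1.41) by fry or by camera with an estimated correlation. For the neuronal differentiation list, the 9 common genes ranged from 1 without T0 replicate 1 or 2 to 24 without T0 replicate 3, and camera with an estimated correlation did not call the list at T1 (0.83), T2 (0.95) or T3 (0.99). The oligodendrocyte list was no longer called at T1 with no filter (0.401), in one edgeR fit (0.41), with DESeq2 on the 2 groups (0.398), on the 12 libraries (0.25) and with a prior (0.24), or by fry or camera with an estimated correlation (0.54), at T2 with a prior (0.32) or an estimated correlation (0.78), and at T3 by fry or an estimated correlation (0.81). With 1 library left out its median ranged from 0.26 to 0.68 at T1, from 0.59 to 1.1 at T2 and from 0.46 to 1.44 at T3, and it was not called at T1 without T0 replicate 3 (0.31) or any 1 T1 library, or at T3 without T0 replicate 3 (0.75).

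Other changes of sign were in genes near 0. Cpsf6 was above T0 in libraries numbered 1 and 2 alone at T1 (0.086) and T2 (0.095), and at T1 without T0 replicate 3 (0.016) and without T1 replicate 3 (0.012). Elavl1 was above T0 in libraries numbered 1 and 2 alone at T1 (0.038) and T2 (0.021), and at T3 with library size alone (0.0396), with at least 10 counts (0.00038) and without T0 replicate 3 (0.19, with -0.15 as the lowest value without 1 library). Tubb2b was below T0 at T2 in libraries numbered 1 and 2 alone (-0.14) and without T0 replicate 3 (-0.0095, with 0.11 as the highest value without 1 library), and above T0 at T3 with library size alone (0.015) and without T0 replicate 2 (0.016), and its values at T3 without 1 library ranged from -0.33 to 0.18.

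On simulated counts with the T3 design, edgeR recovered 75% of genes at a log2 fold change of 2 and 9% at 1, and the fits that leave 1 library at T3 give no test. Fewer calls at T3 than at T1 or T2 do not show that fewer genes changed, since the difference in number was not tested and the designs differ. The number of libraries alone does not set the number of calls at T3, which was higher with 1 library fewer, without T0 replicate 3 (1067 lower and 1250 higher). At 3 to 52 counts per library, as for Elavl3 at T0, the change of 1 T0 library moves the fold change.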

Differences from the paper's values

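The DESeq2 fits with a prior on the fold change, the fits with a term for libraries numbered 1 and 2 against 3 and 4, and the fits of libraries numbered 1 and 2 alone were chosen only after the results were seen. A count is taken to differ from the paper's when one is more than 1.5 times the other. At that margin the numbers of genes lower and higher at T1 (2078 and 1871, the paper's 2334 and 2483) and at T2 (2751 and 2704, the paper's 3007 and 2974) did not differ. Some alternatives did. For genes lower at T1 these were the fits without T1 replicate 1 (983), 2 (940) or 3 (1215). For genes higher at T1 they were the replicate block (1648) and the fits without T0 replicate 1 (1402) or 2 (1375) and without T1 replicate 1 (838), 2 (810) or 3 (1062). At T2 the replicate block did in both directions (1535 and 1622). At T1 so did the libraries numbered 1 and 2 alone (3729 and 3733).

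For genes lower at T3 than at T0, the paper's number is 1242 and the number here was 179. Of the alternatives set before the data were examined, those within 1.5 times the paper's number were DESeq2 on the 2 groups (945), the replicate number as a block in one fit of the 12 libraries (1466) and the fit without T0 replicate 3 (1067). Those that were not were RLE size factors (178), library size alone (139), no filter on low counts (454), at least 10 counts in every library (93), one edgeR fit of the 12 libraries (1865), DESeq2 on the 12 libraries (2112), and the fits without T0 replicate 1 (1) and without T0 replicate 2 (2). DESeq2 with a prior on the fold change, chosen after seeing the values, gave 934, and the term for replicate numbers, also chosen after, gave 2142.

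For genes higher at T3, the paper's number is 981 and the number here was 421. Within 1.5 times of the paper's number were no filter on low counts (711), DESeq2 on the 2 groups (1086) and the fit without T0 replicate 3 (1250), as was DESeq2 with a prior (1077), which was chosen after seeing the values. RLE size factors (432), library size alone (444), at least 10 counts in every library (164), one edgeR fit of the 12 libraries (2000), the same with a replicate block (1794), DESeq2 on the 12 libraries (2232), the fits without T0 replicate 1 (14) and without T0 replicate 2 (13), and the term for replicate numbers (2269) were not.

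For genes lower in all 3 comparisons, the paper's number is 895 and the number here was 172. DESeq2 on the 2 groups gave 856, the replicate block in one fit of the 12 libraries 1206 and the fits without T0 replicate 3 gave 902, all within 1.5 times, and DESeq2 with a prior, chosen after seeing the values, gave 847. RLE size factors (170), library size alone (135), no filter (419), at least 10 counts (89), one edgeR fit (1545), the replicate block at T1 and T2 alone (164), DESeq2 on the 12 libraries (1721), the fits without T0 replicate 1 (1) or 2 (2), the fits without 1 T1 library (150 to 169) or 1 T2 library (172 each), and the term for replicate numbers (1749) did not come within 1.5 times.

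For genes higher in all 3 comparisons, the paper's number is 868 and the number here was 310. DESeq2 on the 2 groups gave 831 and the fits without T0 replicate 3 gave 998, and DESeq2 with a prior, chosen after seeing the values, gave 830. The others were farther than 1.5 times from the paper's number: RLE size factors (316), library size alone (330), no filter (534), at least 10 counts (147), one edgeR fit of the 12 libraries (1529), the same with a replicate block (1445), the block at T1 and T2 alone (289), DESeq2 on the 12 libraries (1640), the fits without T0 replicate 1 or 2 (12 each), the fits without 1 T1 or T2 library (250 to 310), and the term for replicate numbers (1666).

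For Elavl3 at T3 vs. T0, the paper's log2 fold change is 2.01 and the value here was 3.29 (SE 0.98). The fits without T0 replicate 3 (2.75, SE 0.61) and without T3 replicate 1 (2.17, with 1 library left at T3) lay within that standard error of the paper's value, and the other alternatives set before the data were examined were not (3.28 to 3.9). DESeq2 with a prior gave 2.05 and was chosen after seeing the values. For T1 and T2 the paper's values are 1.56 and 2.24, and those here were 2.22 and 2.8, within 1 standard error. Without T0 replicate 3 they were 1.67 and 2.25. Some alternatives lay farther from the paper's values than these standard errors of 0.71 and 0.6. At T1 these were the replicate block (2.55), the same in one fit of the 12 libraries (2.37), and the fits without T0 replicate 1 (2.58) or 2 (2.6) and without T1 replicate 3 (2.35). At T2 they were the replicate block (3.16), the same in one fit of the 12 libraries (3.17), and the fits without T0 replicate 1 (3.16) or 2 (3.18) and without T2 replicate 4 (2.85). The term for replicate numbers, chosen after seeing the values, also did at T1 (2.49) and T2 (3.12).

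The paper states that Elavl3 rose at each differentiating time point. Here every differentiating library lay above every T0 library, and the edgeR adjusted p-values were 0.052 at T1, 0.0067 at T2 and 0.11 at T3. Elavl3 was past the threshold at T1 with no filter on low counts, and at both T1 and T3 in one edgeR fit of the 12 libraries, with a replicate block in that fit, with DESeq2 on the 2 groups or on the 12 libraries, and without T0 replicate 3. It was also past it at both with DESeq2 with a prior and with the term for replicate numbers, and at T1 in libraries numbered 1 and 2 alone, all of which were chosen after seeing the values. The adjusted p-values over the alternatives ranged from 6.2e-07 to 0.16 at T1 and from 0.00065 to 0.19 at T3.

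The paper states that Elavl4 was lower at T1 and T2. Here its log2 fold change at T2 was -0.94 with an edgeR adjusted p-value of 0.068. Elavl4 was past the threshold at T2 in one edgeR fit of the 12 libraries (-0.95), with DESeq2 on the 2 groups (-0.97) and on the 12 libraries (-0.96), without T0 replicate 2 (-1.21), and with DESeq2 with a prior (-0.89), the last chosen after seeing the values. The adjusted p-values over the alternatives ranged from 0.026 to 0.35.

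The paper states that members of the Cleavage Factor I family, among the factors of polyadenylation, did not change between time points. Here Nudt21 was lower at T2 (-0.55, edgeR adjusted p = 0.039, with a range over the alternatives from 0.011 to 0.18). It was not past the threshold at T2 when scaled to library size alone, with no filter on low counts, with the replicate block, when any 1 library was left out, or in libraries numbered 1 and 2 alone, the last chosen after seeing the values. On the list of 33 polyadenylation factors, 3 genes were past the threshold above T0 and 9 below at T1, and 4 and 14 at T2.

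The paper states an anti-correlation with a set of oligodendrocyte differentiation genes and proposes that neuronal differentiation requires repression of that fate. That set was not used here, and the paper's text does not say in which cells its genes were lower, so the list used here may not bear on that result. On the oligodendrocyte list used here, the median log2 fold changes were above 0 at T1 (0.54), T2 (0.78) and T3 (0.81), and 0 genes were past the threshold below T0, with 9 past it above T0 at T2. Enpp6 and Aspa, which had too few counts for the test at T1 and T2, were lower there.

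The paper proposes a relation between the tubulin genes with a shortened 3′UTR and the rise of tubulin expression in neuronal differentiation. Here 5 of 9 tubulin genes were lower than at T0 at T1 and at T2, Tuba1c among them (-2.05 and -1.56), and 2 were higher.

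The paper states that the common Pes1 probe anneals with exons XIII to XV, and that the other probe lies in the 3′UTR of the long variant. Matched to the genome, the primer pair listed as common for Pes1 gives a product of 629 bp wholly in the 3′UTR, within exon 15. It overlaps the product of the qPCR pair listed for the distal region of Pes1 (3879301 to 3879395). The pair listed as long gives a product from exon 12 to exon 15 with 408 coding bases, which covers the exons the paper gives for the common probe. The names of these pairs may thus be exchanged in the list, and the sequences alone cannot tell which probe was used as which.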

Other observations

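All counts of other splits of the libraries within the time courses, and the tests of a mixture, of a wrong label, of replicate numbers as the whole cause, of length and GC content for the replicate numbers, and of all sources of the oligodendrocyte pattern were chosen only after the results were seen.

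Other splits of the same libraries were compared with the real one. For T1 vs. T0, 3 libraries against 3 make 10 splits, so that no share under 0.1 can be had and a grouping by chance cannot be told apart from the real one by this count alone. In each of 5 results, 1 of 10 splits gave a result as large, the real one: the number of genes past the threshold (3949, at most 0 in another split), the cell cycle list (a median change of 3.21 in size, at most 1.17 in another split), the neuronal differentiation list (0.83, at most 0.48), the oligodendrocyte list (0.54, at most 0.39) and the markers past the threshold (4, at most 0). For T2 vs. T0, 1 of 35 splits gave a result as large, again the real one, in the number of genes (5455, at most 0 in another split), the cell cycle list (2.77, at most 2.53), the neuronal differentiation list (0.95, at most 0.72), the oligodendrocyte list (0.78, at most 0.75), the markers (5, at most 0) and the Cleavage Factor I genes (1, at most 0). At T3 there are 2 libraries, and splits were not counted.

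T0 replicate 3 differed from T0 replicates 1 and 2. Of 10480 genes with a mean of at least 5 CPM over the T0 libraries, 1051 parted replicate 3 from both others by over 2-fold (299 higher and 752 lower in it), and 5 parted replicates 1 and 2. Gfap was at 147 and 150 CPM in replicates 1 and 2 and at 0.494 CPM in replicate 3, and Gpr17 at 103 in both and at 0.917 CPM. After thinning to 13426197 counts, 1040 genes parted replicate 3, which argues against library size. Without the 100 most counted genes, 100% of the 1041 genes outside them still did, which argues against a few genes taking most of the counts. After a correction for length and GC content, 84.4% of 1006 genes were still over 2-fold apart. These genes were chosen because replicate 3 lies apart, so this share does not decide whether the trend is the whole cause. On the cell cycle list, replicate 3 stood at 2.36, above every other library, while the highest of the 9 differentiating libraries was at 0.91, which argues against a differentiating library with a wrong label. Differentiating cells among those of replicates 1 and 2 would place these between replicate 3 and the differentiating libraries. In 1014 of the 1051 genes they lay on the side of the mean of the differentiating libraries, as such a mixture would give, but the genes were chosen because replicate 3 lies apart, and this count decides nothing. In 45 genes, 4.28%, they lay over 2-fold outside that span (33 above and 12 below), for example Vegfa, at 269 and 255 CPM, against 49.8 CPM in replicate 3 and at most 86.4 CPM in the differentiating libraries, and Plec, at 337 and 345 CPM against 66.9 and at most 131 CPM. This argues against cells like those of the differentiating libraries as the whole cause. Cells of replicates 1 and 2 in another, partly differentiated state stay open.

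A part of the difference at T0 goes with the replicate numbers. Over 10474 genes, the difference of T0 replicate 3 from replicates 1 and 2 correlated across genes with the difference between the libraries numbered 3 and 4 and those numbered 1 and 2 at the other time points (r = 0.27, Spearman's rho 0.32; genes are not independent replicates), and 425 of 526 genes past the threshold in the second comparison had the same direction at T0. This is consistent with a difference between the cultures or library preparations with those numbers, for which the paper gives no batch. Of 1045 genes that part T0 replicate 3, 79.3% were still over 2-fold apart at T0 once the difference at the other time points was taken off. These genes were chosen for their difference at T0, so this share does not decide whether the numbers mark the whole cause. At every time point, the share of uniquely aligned reads on no gene was lower in libraries numbered 3 or 4 than in those numbered 1 or 2. At T0 it was 13.3% in replicate 3, against 19.56% and 19.95% in replicates 1 and 2. What lies behind this share was not tested, so a difference between library preparations stays open too. A T0 culture that differs in its state, with a lower level of glial genes and a higher level of cell cycle genes, stays open as a hypothesis and was not tested.

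Among the 9 differentiating libraries, with time point in the model, 551 of 12725 genes differed between the libraries numbered 3 and 4 and those numbered 1 and 2 (446 lower and 105 higher, median size of the log2 difference 0.43, 3288 at an unadjusted p-value under 0.05). Of 36 splits of the libraries within time points, 1 gave as many, the real one, and the most in another split was 5. After thinning to 8910724 counts, 86.4% of the 551 genes were still past the threshold, which argues against library size, and 99.8% of 544 genes were without the 100 most counted genes. T3 replicate 4 was placed by the number in its label, and its column names also hold a 2, which the labels do not explain. The differences correlated across genes with gene length (Spearman's rho -0.51) and less with GC content (0.15). With each library's trend with length and GC content as an offset, 1 gene was past the threshold, against 530 of 12193 genes without the offset, while 2074 had an unadjusted p-value under 0.05. In the same fit the genes past the threshold between T3 and T1 rose from 2231 to 3218. A trend with length, as differences in RNA integrity or fragment length between preparations could give, is a candidate explanation of this difference. A first form of the test, the share of the median difference kept after a correction, ran on genes chosen for the pattern, decides nothing (53.3%) and was replaced by the offset after it was seen. A difference between cultures that acts on long genes stays open.

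By its tested genes, the oligodendrocyte list was higher in differentiating cells, with a median log2 fold change of 0.54 at T1, while Enpp6 and Aspa were lower. Of its 30 genes, 16 were at a mean of at least 1 CPM at T0, and 0 are on another list or in Supplementary Tables S3A,B. Mbp, Mog and Mag, which are abundant in mature oligodendrocytes, stayed at or below 2.96 CPM in all libraries, which argues against mature oligodendrocytes among the cells. Without T0 replicate 3 the median was 0.59 at T2, and the list was still called by camera with its preset correlation (p = 0.016) and by fry (p = 0.0077), which argues against T0 replicate 3 as the only source at T2. Camera with an estimated correlation calls the list in no comparison, with or without that library. At T1 (0.31) and T3 (0.75) the list was no longer called by camera with the preset correlation (p = 0.23 and 0.064), with p = 0.027 and 0.2 from fry, and a rise there cannot be told apart from the level of T0 replicate 3. These fits tested 21 genes of the list at T1 and T2, against 17 and 19 with that library, and 20 at T3 in both. At T1 the change may therefore also lie in the genes tested. A rise of precursor genes such as Pdgfra and Gpr17 during differentiation stays open as a hypothesis.

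Of 19 astrocyte genes tested, 4 were above T0 and 4 below at T1, 5 and 6 at T2, and 1 and 0 at T3 (4 and 5, 5 and 6, and 2 and 5 adjusted over the list alone), with median log2 fold changes of -0.063, 0.35 and -0.21. Of 12 microglia genes and of 12 genes of fibroblasts and vessels, 1 each had a mean of at least 1 CPM over the libraries, Cd68 (4.89 CPM) and Tagln (2.04 CPM), and the medians of the lists were 0.026 and 0.032 CPM. Of the sex-linked list, 3 of 5 genes were tested, with median log2 fold changes of 0.64, 0.6 and 0.18. Xist had 6 to 50 counts in the libraries. The median log2 fold changes of the Cleavage Factor I genes were -0.17, -0.12 and -0.14 and those of the Elavl genes -0.076, -0.042 and 0.026. The median log2 fold changes of the neuronal and GABAergic markers were 1.84, 2.42 and 2.39, those of the progenitor markers 0.17, -0.2 and -0.25, those of the tubulin genes -1.21, -1.29 and -0.64, and those of the genes of Supplementary Table S3B 0.065, 0.054 and -0.05.

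In the supplementary primer tables, the pair listed for Map2 in the qPCR of differentiation markers has the sequences of the pair listed for the distal region of Hnrnpa0, the forward and reverse primers listed for Gad1 are identical, and the pair for the proximal region of Rpl22 has 2 products on the genome (NCBIM37).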
